# Acyl-CoA Thioesterase 1 Contributes to Transition of Steatosis to Metabolic-Associated Steatohepatitis

**DOI:** 10.1155/2024/5560676

**Published:** 2024-07-11

**Authors:** Elisa Pasini, Cristina Baciu, Marc Angeli, Bianca Arendt, Diogo Pellegrina, Jüri Reimand, Keyur Patel, George Tomlinson, Mohammad T. Mazhab-Jafari, Lakshmi P. Kotra, Sandra Fischer, Johane P. Allard, Atul Humar, Mamatha Bhat

## Abstract

**Background:**

Metabolic dysfunction-associated steatohepatitis (MASH) has become the leading cause of chronic liver disease, but there has been no approved pharmacotherapy to date.

**Methods:**

We used a network analysis approach to delineate protein-protein interactions that contribute to the transition from steatosis to MASH, in order to identify and target this transition as a potential pharmacotherapeutic strategy. Acyl-CoA thioesterase 1 (ACOT1) was identified as a critical node in the protein-protein interaction (PPI) network of the transition from steatosis to MASH in patient samples. ACOT1 overexpression and silencing effects were tested *in vivo* on C57BL/6 mice exposed to high-fat diet (HFD) and inoculated with an adenoviral system to modulate *ACOT1* expression. Transcriptomic and untargeted lipidomic profiles were performed on the mouse livers.

**Results:**

ACOT1 expression was 3-fold higher in MASH as compared to steatosis. In patient samples, *ACOT1* was significantly correlated with the severity of MASH as reflected by the nonalcoholic fatty liver disease score. Experimental validation showed that downregulation of ACOT1 resulted in decreased lipid accumulation and prevention of MASH *in vivo*. Conversely, upregulation of ACOT1 via an adenoviral vector resulted in development of MASH, whereas control mice only developed steatosis. Lipidomic analysis revealed glycerophospholipids to be especially abundant in MASH accelerated by ACOT1 upregulation.

**Conclusion:**

These results suggest that ACOT1 contributes to the transition from steatosis to MASH through modulation of glycerophospholipid accumulation and its potential as a novel therapeutic target in MASH. This trial is registered with NCT02148471.

## 1. Introduction

Metabolic-associated steatotic liver disease (MASLD) affects up to 30% of the North American population, and 25% of the global population [1]. It encompasses a spectrum of liver disease, progressing from simple steatosis to metabolic dysfunction-associated steatohepatitis (MASH), with subsequent risks of developing cirrhosis with its associated complications, including hepatocellular carcinoma and need for liver transplantation [2].

The progression of MASLD is predicated on multiple hits, starting with dysregulated fat metabolism [3], insulin resistance, and toxic lipid-induced hepatocyte injury (lipotoxicity) [4]. Lipotoxicity leads to a proinflammatory microenvironment, with mitochondrial dysfunction [5, 6], endoplasmic reticulum stress [7, 8], apoptosis [3, 7], and immune response [9] contributing to MASH pathogenesis based principally on data from animal models. Although various genes have been investigated individually through knockdown and upregulation in MASLD, the molecular basis of MASH has not been investigated through the evaluation of betweenness centrality in the protein-protein interaction networks, or *interactome*. Networks are depicted as annotated graphs, delineated by nodes (like genes or proteins) and edges (which denote connections between proteins, such as physical interactions). The centrality of a protein in the interactome can be computed and reflects its importance in disease pathogenesis: nodes with high betweenness centrality lie on communication paths controlling information flow. The most central node therefore potentially represents a critical protein in disease pathogenesis and a potential target for drug discovery [10]. This is a unique approach to identification of key drivers of disease pathogenesis that has not been previously applied to the study of MASH, a disease condition for which there are no currently approved therapies. Additionally, most investigational therapies have targeted the inflammation aspect of MASH rather than the lipid accumulation aspect.

Therefore, our goal was to use a network analysis approach to identify novel regulators of the transition from steatosis to MASH, starting with the analysis of high-throughput gene expression data from patients. Using this approach, we identified acyl-CoA thioesterase 1 (ACOT1), a cytoplasmic thioesterase that converts acyl-CoAs to fatty acids and CoA, as being a central node in the interactome of the transition from steatosis to MASH, with a 3-fold higher expression in MASH patients compared to steatosis. We experimentally upregulated and downmodulated ACOT1 in the livers of mice exposed to a high-fat diet (HFD). Upregulation of ACOT1 resulted in MASH via increased accumulation of glycerophospholipids, as compared to steatosis only in control mice. Conversely, downregulation of ACOT1 prevented the development of MASH in mice, with confirmatory transcriptomic and lipidomic profiles. These results suggest a role for ACOT1 in MASH through modulation of glycerophospholipid accumulation, and its potential as a novel therapeutic target in MASH.

## 2. Methods

### 2.1. Integration of High-Throughput MASLD Data from Gene Expression Omnibus

All available high-throughput microarray gene expression datasets related to MASLD (profiling patients with MASH and simple steatosis (SS)) were retrieved from the Gene Expression Omnibus (GEO) (Table S1) using the following query (transcriptome [All Fields] AND NASH [All Fields]) AND “Homo sapiens”[porgn]. To collect high-throughput array data on C57BL/6 mice exposed to HFD as a model of MASH, we used the following search (“transcriptome AND NASH”) AND “Mus musculus”[porgn: txid10090]. The search was performed prior the change in fatty liver disease nomenclature in 2023. Transgenic mice or MASH generated with the methionine-choline deficient diet were not considered for inclusion.

The datasets selected (GSE57290, GSE59042) were analyzed using GEO2R software (https://www.ncbi.nlm.nih.gov/geo/info/geo2r.html) with GEOquery and limma [11] R packages. The genes with *p* value < 0.05 and expression fold-change (FC) values below ≤0.7 or above ≥1.5 were considered significant and identified as differentially expressed genes (DEGs) between the animals showing a MASH phenotype compared to SS or control mice.

### 2.2. Interactomic Approach to Gene Expression Data in MASLD

Gene expression data from patients with simple steatosis (*n* = 20) and MASH (*n* = 22) were retrieved from the dataset GSE89632 available on GEO. The patients were classified based on liver histology, as reported by Arendt et al. [12]. The microarray results were used to perform betweenness centrality analysis [12]. Based on DEGs between groups, the network evolution from steatosis to MASH was investigated following the workflow in Figure S1. The final protein-protein interaction (PPI) network (Figure 1(a)) used for centrality analysis was generated with a combination of tools and databases: IPA software (QIAGEN Inc.), Integrated Interactions Database (IID), and STRING (https://string-db.org/).Tosummarize, 22 genes were differentially expressed between patients with steatohepatitis as compared to steatosis only [12]). These genes were superimposed with genes associated with hepatic steatosis and inflammatory response in IPA (Table S2A). The two genes identified as common, ACOT1 and *SPP1*, were then used as input into the IID to generate further seed genes. Of the seed genes generated, only ACOT1 was found in the list of DEGs and used to generate the PPIs in STRING (PPI enrichment *p* value = 1.46*E*-06) with a maximum of 20 linkers (Table S2B). The output interaction table from STRING was used for calculation of the betweenness centrality score using igraph package [13] (version 1.01) in R [14] (version 3.3.2). For more information on generating this network and statistical tests applied, please refer to the Supporting Information (available here).

### 2.3. Impact of ACOT1 Modulation in a Mouse Model of MASLD

The University Health Network (UHN) animal care and use program is certified by the Canadian Council on Animal Care, and all procedures were approved by the UHN animal care committee (AUP#5620). The animal study was approved by the University Health Network Animal Research Committee and performed in accordance with the relevant guidelines and regulations and reported in accordance with ARRIVE guidelines (https://arriveguidelines.org).

Six- and 8-week-old male C57BL/6 mice were housed in sterilized, individually ventilated cages. After 1 week of acclimation, animals received free access to high-fat, high-carbohydrate diet (HFHC) for 16 weeks [15]. HFHC diets consisted of 58 kcal% fat diet (D12330 high-fat diet from research diets) supplemented with water enriched with 42 g/L carbohydrate at a ratio of 45% sucrose and 55% fructose on a 12 : 12 h light-dark cycle. Humidity was maintained between 40 and 70% and temperature between 20 and 22°C. Animal weight was recorded weekly. Serum glucose and liver profile panel were assessed using the VetScan VS2 platform (Abaxis, USA).

For the animal study of ACOT1 upregulation, the mice (*n* = 10) were divided into 2 groups after 12 weeks on the HFD diet, and tail vein injections of either an adenoviral vector (with adenoviral type 5 backbone) containing Ad-GFP-m-ACOT1 or Ad-GFP at 1 × 10^9^ PFU were performed weekly for 4 weeks (Vector Biolabs). The construct name was Ad-GFP-m-ACOT1, with adenoviral type 5 backbone. The mouse ACOT1 gene was placed with a tag/marker eGFP under the same CMV promoter. Blood and liver tissue were collected at the time of sacrifice (week 16).

For the ACOT1 downmodulation animal study, we awaited the clear confirmation of mild MASH, which occurred by 18 weeks on the HFD diet. At that point, the mice (*n* = 12) were divided in 2 groups, and tail vein injections of either Ad-GFP-U6-scramble-shRNA or Ad-GFP-U6-m-ACOT1-shRNA at 1 × 10^9^ PFU were performed weekly for 6 weeks (Vector Biolabs). Blood and liver tissue were collected at the time of sacrifice (week 25), as described above.

### 2.4. Histological Analysis

Liver histology was assessed using hematoxylin and eosin (H&E) stains in paraffin-embedded sections. Entire slides were digitally scanned by a Leica ScanScope AT2 (brightfield) scanning system (Leica, Germany) at 40x magnification and analyzed by Aperio ImageScope Viewer (Leica, CA) using the Positive Pixel Count v9 algorithm. Masson's trichrome stain was performed to assess the presence of fibrosis. Ballooning and other relevant histological features necessary for a general MASLD scoring in mice in comparison to human liver pathology were obtained as previously described [16] using the Zeiss Axio Imager widefield microscope with a Carl Zeiss Plan Neofluar 100x/1.30 Oil Objective (Carl Zeiss, Germany). The captured images were then visualized with the Zeiss ZEN lite Digital Imaging Software blue 2.6 software. Slides were reviewed by an expert liver pathologist (SF) blinded to the dietary and experimental conditions of the mice.

### 2.5. Gene Expression

Gene expression microarray analysis was performed on livers using the Affymetrix Mouse Gene 2.0 ST platform (Thermo Fisher, Waltham, MA). Raw data was preprocessed by the RMA algorithm using the oligo [17] package. Statistical analysis was performed with limma [11], data annotation with annotate, and pd.mogene.2.0.st packages in R [18, 19]. For differential expression analysis, we compared mice with ACOT1 upregulation (Ad-GFP-m-ACOT1) versus their matched controls (Ad-GFP), whereas in the silencing experiment, we compared Ad-GFP-U6-m-ACOT1-shRNA mice versus Ad-GFP-U6-scramble-shRNA (empty) mice. A gene was considered differentially expressed if *p* value < 0.05 (no FDR correction at this time) and FC ≥ 1.5 or FC ≤ 0.7. For identification of pathways, upstream regulators, and networks, we employed QIAGEN IPA (QIAGEN Inc., https://digitalinsights.qiagen.com/IPA). Gene ontology enrichment analysis was performed using the web tool MGI 6.13 available at http://www.informatics.jax.org/mgihome [20, 21].

### 2.6. Real-Time PCR

RNA was isolated from the mouse livers using the QIAGEN RNeasy mini kit (QIAGEN, Valencia, CA) according to manufacturer's instructions. cDNA was synthesized using the QuantiTect Reverse Transcription Kit (QIAGEN, Valencia, CA). RT-PCR was performed on the Step One Plus platform (Applied Biosystem, Carlsbad, CA) using the SYBR Green Real-Time PCR Master Mix (Thermo Fisher, Waltham, MAD). Data was normalized to the average *C*_T_ value for Hprt for mice or HPRT for HepG2 cells. The primers used are described below:

Acot1-mouse forward: 5⁣′-GATCGCCTCAAGATGTTGT-3⁣′

Acot1-mouse reverse: 5⁣′-ATGATCTGGGGCTTCTCCTT-3⁣′

Hprt-mouse forward: 5⁣′-CCTAAGATGAGCGCAAGTTGAA-3⁣′

Hprt-reverse: 5⁣′-CCACAGGACTAGAACACCTGCTAA-3⁣′

### 2.7. Lipidomic Data Analysis

Flash-frozen liver samples obtained at sacrifice were analyzed by Sciex 6600 Q-TOF high-resolution mass spectrometer at the Analytical Facility for Bioactive Molecules (AFBM), Hospital for Sick Children (Toronto, Canada). Untargeted lipidomic data were acquired in an unbiased fashion and run through a lipid database to generate potential lipid IDs, which were then used to characterize and compare compositional differences between sample sets. Data analysis was performed using MetaboAnalyst 4.0 software [22] (http://www.metaboanalyst.ca/). Data integrity check, processing, quantile normalization, log2 transformation, and autoscaling were carried out prior to analysis. MetaboAnalyst 4.0 provides a variety of statistical methods, fold change, *t*-tests, and volcano plot, as a combination of the first two methods. For both analyses, ACOT1-overexpressed mice vs. controls and ACOT1-silenced mice vs. controls, we performed *t*-test. The features with *p* value (no FDR correction at this time) < 0.05 and twofold change were considered significant between the corresponding groups.

Untargeted lipidomics of the ACOT1-overexpressing mice vs. controls identified 3540 lipids. 1212 features with constant or single value were removed, resulting in a set of 2328 lipids that were normalized and used for *t*-test. Filtering by *p* value and FC reduced the list of significantly changed lipids between the two groups to 66.

Similarly, we started with 1582 lipids in ACOT1-downmodulated mice vs. controls. During the processing step, 639 features were removed; the remaining 943 were normalized. After applying *t*-test with the above filters, 94 lipids were considered significantly altered between the two groups.

### 2.8. ACOT1 Level and Severity of MASH

Deidentified histological patient data were accessed on April 9, 2020. Histological features of MASLD (ballooning, inflammation, and fibrosis) on liver biopsy and correlation with ACOT1 levels were evaluated by a board-certified liver pathologist (SF). Statistical significance of the relationship between these features and ACOT1 expression level was investigated using the Kruskal-Wallis test for difference in medians between groups. The Wilcoxon rank-sum test was performed in case of binary element, such as SS/MASH or 0/1 values for ballooning. The Spearman correlation was used to investigate the significance of correlation between ACOT1 expression in patients and the NAS score.

### 2.9. Statistical Analysis

Data are presented as mean ± SD. Comparison between two groups was performed with two-tailed unpaired Student *t*-test and multiple comparison with one-way ANOVA followed by Tukey's post hoc test (Prism 8; GraphPad Software Inc., La Jolla, CA), unless stated otherwise. More details were included for each analysis performed within the corresponding sections. Additional details are explained in the Supporting Information.

## 3. Results

### 3.1. MASH Datasets on Gene Expression Omnibus

Five high-throughput microarray gene expression datasets investigating gene expression changes in MASH patients compared to SS or healthy controls were identified in the GEO database (Table S1A). However, some of the studies had a low or unbalanced number of patients in the two different groups of interest (MASH and SS) or did not distinguish SS from healthy controls in the “No MASH” patient group. This resulted in the inclusion of only one high-throughput gene expression dataset relevant to our study (GSE89632). The clinical characteristics of the included 19 MASH and 20 SS patients are reported in the original paper [12] and were balanced with respect to age, sex, and ethnicity.

### 3.2. Interactomic Analysis Identifies ACOT1 as Central in MASH

Using a combination of software and PPI databases (as described in Materials and Methods, following the flow in Figure S1, and with additional PPI listed in Table S2A-B), we generated the network that reveals the evolution from steatosis to MASH (Figure 1(a)). ACOT1 was identified as the central node of this network (Table S3). ACOT1 mRNA abundance was significantly greater in MASH patients (ACOT1 mean value = 11.21 ± SD 2.16) as compared to steatosis only (ACOT1 mean value = 9.40 ± SD 2.16) with a fold change of 2.99 (Figure 1(b)). The PPI network was associated with the following KEGG pathways: fatty acid elongation (*q*-value = 1.56*E*-04), biosynthesis of unsaturated fatty acids (*q*-value = 1.56*E*-04), PPAR signaling pathway (*q*-value = 1.56*E*-04), fatty acid metabolic process (*q*-value = 8.18*E*-05), carboxylic acid metabolic process (*q*-value = 1.32*E*-04), acyl-CoA metabolic process (*q*-value = 7.59*E*-04), and lipid metabolic process (*q*-value = 3.36*E*-04), with ACOT1 being involved in all of these.

### 3.3. ACOT1 Overexpression Induces MASH in Mice

The effect of ACOT1 overexpression was investigated by adenovirus tail vein injection in a HFD MASLD mouse model (Figure 2(a)) starting at 12 weeks of HFD, prior to onset of MASH in the mice. This protocol was followed to determine whether ACOT1 overexpression stimulated development of MASH. At the time of sacrifice (16 weeks), ACOT1 mRNA level was confirmed as significantly increased (*p* value < 0.01) in the animals injected with adenovirus bearing the gene, compared to empty vector (Figure 2(b)). This was accompanied by a relevant increased serum level of alanine aminotransferase (ALT) in the ACOT1 overexpression group versus empty vector (Figure 2(c)).

Histological examination of the liver revealed evidence of ballooning, hypertrophy, and a higher grade (grade 3) of macrovesicular steatosis in the ACOT1-overexpressing mice compared to the control group (Figure 2(d)). The control group had no evidence of histological features of MASH, with presence of only grade 1-2 steatosis. Therefore, ACOT1 overexpression resulted in MASH on histology by 16 weeks, whereas MASH was not seen in control conditions.

Gene expression analysis identified a total of 66 upregulated and 173 downregulated genes between Ad-GFP-m-ACOT1 versus their matched controls (Ad-GFP) (*p* value < 0.05 (no FDR correction at this time) and FC ≥ 1.5 or FC ≤ 0.7). The DEGs were principally involved in lipid metabolism, as well as inflammatory response (Table S4A). Based on the list of affected genes, IPA identified steatosis as the most relevant pathological process related to the liver and defined 5 PPI function-associated networks based on the list of DEGs and their relative molecular partners (Table S4B). All the DEGs are listed in Table S5A.

### 3.4. ACOT1 Silencing Reduces Steatohepatitis *In Vivo*

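Liver gene expression in the silencing experiment was measured in 6 male C57BL/6 mice on a high-fat diet, 3 given the ACOT1 shRNA adenovirus (mice 1, 2 and 5) and 3 given the scramble adenovirus (mice 6, 8 and 9). The paper gives 12 mice in the whole silencing study, 18 weeks of diet before the first injection, 6 weekly injections, and sacrifice at week 25 in its methods and at 26 weeks in the legend of Figure 3. The sample labels give 16 weeks of diet and 4 weeks of injections. Each liver was hybridised to 1 Affymetrix Mouse Gene 2.0 ST array, which reads genes with probes spread over their exons. The authors summarised the probes with the RMA algorithm of the oligo package, which corrects the background, normalizes the arrays to a common distribution and returns 1 log2 value per probe set, so that a difference of 1 is a 2-fold change. Of 31873 probe sets, 23094 are annotated with 1 gene symbol, 1764 with several and 7015 with none. Array medians lay between 4.77 and 4.86, and the number of arrays limits the precision. From these values shRNA-ACOT1 and scramble mice were compared with limma, and a gene is said to have risen or fallen where it passed the study's thresholds, an unadjusted p under 0.05 and a fold change of at least 1.5 or at most 0.7. With limma's default settings and all mice, no annotated probe set reached an adjusted p under 0.05, while 2071 had an unadjusted p under 0.05. There were 8 such genes with trend and robust settings, 2 among the probe sets above the table's median, 38 without shRNA-ACOT1 mouse 5, and 4 with mice 5 and 6 both left out, a setting chosen after seeing the data. The Student's test gave none at an adjusted p under 0.05 and 365 probe sets at the study's thresholds, 120 higher and 245 lower, and Acot4, Klf6 and Ccnd1 did not pass it. Genes were grouped into 48 lists of pathways and cell markers, written before the data were examined but after Table S5(B) had been read. Table S5(B) comes from these same arrays, so the list counts, the list tests and values adjusted over a list alone are not independent evidence. Each list was tested against the other genes with limma's camera, with the correlation between its genes estimated from the data. The arrays of shRNA-ACOT1 mouse 5 and scramble mouse 6 correlated better with each other (r = 0.9892 across probe sets, which are not independent) than mouse 5 did with any shRNA-ACOT1 mouse (r = 0.9888 at best).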

The effect of ACOT1 silencing was also investigated using the HFD MASLD mouse model (Figure 3(a)). shRNA-ACOT1 weekly injections were started for a period of 6 weeks, once mice had developed MASH by 18 weeks of exposure to HFD (confirmed by elevated ALT). ACOT1-mRNA level was confirmed as significantly decreased in the animals injected with the shRNA-ACOT1 adenovirus compared to the scramble vector (Figure 3(b)) by microarray and was accompanied by a notable decrease in the serum ALT (Figure 3(c)) and a significant decrease in steatosis (*p* = 0.02) (Figure 3(d)). 

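Acot1, which encodes a cytosolic thioesterase that splits long-chain acyl-CoA into free fatty acid and coenzyme A, was lower in every shRNA-ACOT1 mouse than in every scramble mouse. Its log2 expression was 5.354 ± 0.040 (SD, n = 3) in shRNA-ACOT1 mice and 6.399 ± 0.070 (SD, n = 3) in scramble mice, a log2 change of -1.04 (standard error 0.12). The neighbouring paralogs Acot2, Acot3 and Acot4 fell as well. The mitochondrial thioesterase Acot2 had a log2 change of -2.51 (standard error 0.62), Acot3 of -1.55 (standard error 0.26) and Acot4 of -1.12 (standard error 0.30), while the second probe set of Acot4 had a log2 change of -0.24 and did not pass. In the annotation of GRCm38.p6 these genes follow each other as Acot2, Acot1, Gm40474, Acot4, Acot3 and Acot5. Acot2 varied among the shRNA-ACOT1 mice, at 7.49 in mouse 1, 9.57 in mouse 2 and 10.46 in mouse 5, whereas Acot1 lay between 5.31 and 5.38, and without mouse 1 the log2 change of Acot2 was -1.67. The remaining 8 measured Acot genes did not pass the thresholds, and of these Acot10 (-0.023) turned sign when the arrays were quantile normalized again. Acot13 (-0.39) passed without shRNA-ACOT1 mouse 5 (-0.56), Acot9 (-0.35) passed without scramble mouse 8 (-0.58), and Acot6 and Acot13 passed with mice 5 and 6 both left out (-0.71 and -0.58), a setting chosen after seeing the data. Acot5 had a log2 change of -0.11 (standard error 0.19) and Acot6 of -0.16 (standard error 0.31). Of the 12 Acot genes, 4 had, adjusted over the list alone, an adjusted p under 0.05 with limma. As a list they did not pass limma's camera (adjusted p = 0.179 with an estimated correlation), though they were under 0.05 with a preset correlation and with fry. Over all genes the adjusted p from limma was 0.174 for Acot1, 0.402 for Acot2, 0.25 for Acot3 and 0.431 for Acot4. Over limma's alternatives it ran from 0.0362 to 0.833 for Acot1, under 0.05 among the probe sets above the table's median and with trend and robust settings (0.0424), and without shRNA-ACOT1 mouse 5 it was 0.0303 for Acot3 and 0.0291 for Acot4, against 0.91 for both without mouse 2. The exact permutation test of Acot1 gave p = 0.1 (two-sided), the smallest that 3 mice against 3 allow. How far the probes of these paralogs share sequence was not tested.

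**Figure D1:**
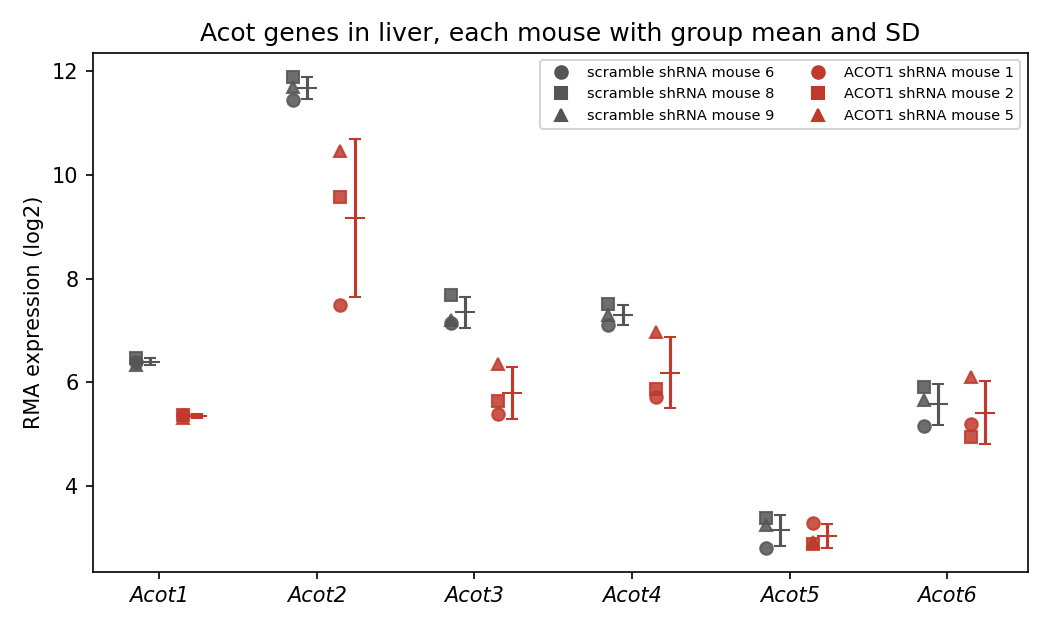
Log2 RMA expression of Acot1 to Acot6 (vertical axis) in each liver, with scramble mice in grey, shRNA-ACOT1 mice in red, and the group mean and SD beside the points. The shRNA-ACOT1 mice lie below the scramble mice for Acot1, Acot2, Acot3 and Acot4, and the groups overlap for Acot5 and Acot6.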

Histological examination of the liver revealed decreased evidence of steatosis, hypertrophy (grade 0-1), and absence of inflammation in shRNA-ACOT1 mice compared to the control group (Figure 3(e)). A visible difference of accumulation of visceral fat, as well as liver weight and size, was noticeable between the two groups of mice (Figure 3(f)). Histological examination of the liver revealed evidence of microvesicular steatosis in zone 3 around a central vein (CV) in the control group as indicated by the arrow in Figure 3(f). Conversely, the shRNA-ACOT1 mice showed a dramatic decrease in steatosis (magnification 100x).

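Among probe sets of 1 gene past the thresholds whose groups did not overlap, leaving out predicted genes, small RNAs and receptor segments, the largest rise in shRNA-ACOT1 mice was that of Hsd3b5, a steroid-metabolizing enzyme of male mouse liver, at 8.83 ± 1.60 (SD, n = 3) against 4.47 ± 0.89 (SD, n = 3) in scramble mice on the log2 scale. It was followed by the cytochrome Cyp2c54 with a log2 change of 2.15 (standard error 0.43), the estrogen sulfotransferase Sult1e1 with 2.06 (standard error 0.47), the organic anion transporter Slc22a7 with 2.01 (standard error 0.32) and Selenbp2 with 1.77 (standard error 0.25). Cyp7a1, the rate-limiting enzyme of bile acid synthesis, had a log2 change of 1.62 (standard error 0.21). After Acot2, the largest falls among these probe sets were those of the lipid droplet protein Cidec (log2 change -2.33, standard error 0.51), Sprr1a (-2.27, standard error 0.41), Ly6d (-1.93, standard error 0.45) and the glutathione transferase Gstm3 (-1.78, standard error 0.35). The transcription factor Zbtb16 had a log2 change of -1.52 (standard error 0.17). At the thresholds, 224 of 24858 annotated probe sets were higher and 410 lower. Of these 634 the groups did not overlap in 510. Of all annotated probe sets the groups did not overlap in 14.7%, where chance gives 10%. Among 19838 protein-coding probe sets 148 were higher and 370 lower. With probe sets of no symbol counted as well, 365 were higher and 533 lower, and with a 1.5-fold threshold in both directions 267 were lower. With each array centred on its median, 179 were higher and 562 lower. Without shRNA-ACOT1 mouse 5 the counts were 371 higher and 691 lower, without scramble mouse 6 they were 367 and 634, and with both left out they were 497 and 940.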

Gene expression profiling of the mouse liver identified a total of 315 upregulated and 392 downregulated genes (*p* value < 0.05 (no FDR correction at this time) and FC ≥ 1.5 or FC ≤ 0.7) between the two animal groups (Table S5B). 

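Part of the measured collagens and matrix enzymes fell in shRNA-ACOT1 mice. Of 41 measured genes of fibrosis and extracellular matrix, 13 fell and 28 did not pass the thresholds. Of the 41, 12 stand in Table S5(B), which had been read before the list was written. The basement membrane protein Nid1 (log2 change -1.41, standard error 0.18), the fibrillar collagen Col1a1 (-0.89, standard error 0.16), the macrophage elastase Mmp12 (-1.33, standard error 0.28) and the metalloproteinase inhibitor Timp3 (-0.75, standard error 0.13) were among them, and the second probe set of Nid1 had a log2 change of -1.17. The mean change of the fibrosis genes from the scramble mean was -0.39 in shRNA-ACOT1 mouse 1, -0.49 in mouse 2 and -0.35 in mouse 5. Of 18 markers of hepatic stellate cells, 5 fell, among them the intermediate filament Vim (-0.60, standard error 0.16). Some markers of other liver cells fell too, with 3 of 16 sinusoidal endothelial markers falling, among them Lyve1 (-0.62, standard error 0.16), and 3 of 10 cholangiocyte markers, among them Tm4sf4 (-0.80, standard error 0.22). Of 11 markers of lipid-associated macrophages 6 fell (median -0.55; adjusted p = 0.179 with an estimated correlation). None of 18 Kupffer cell and macrophage markers (median -0.16) and none of 17 hepatocyte genes (median 0.077) passed. As a list the hepatocyte genes were higher, with adjusted p = 0.273 from camera with an estimated correlation and 0.0333 with a preset one. Adjusted over the list alone, 13 fibrosis genes, 9 lipid-associated macrophage markers, 3 stellate, 4 endothelial and 4 cholangiocyte markers were lower at an adjusted p under 0.05 from limma. For the fibrosis and the endothelial genes camera gave adjusted p = 0.179 with an estimated correlation, for the stellate markers adjusted p = 0.214 and for the cholangiocyte markers adjusted p = 0.273, while these 4 lists were under 0.05 with a preset correlation. Without shRNA-ACOT1 mouse 2, 8 fibrosis genes and 3 stellate markers fell. Without scramble mouse 8, 2 stellate markers and 1 Kupffer cell marker fell, without scramble mouse 9, 3 stellate markers did, and without either shRNA-ACOT1 mouse 1 or scramble mouse 6, 1 endothelial marker did; without scramble mouse 6, Vim (-0.49) and Lyve1 (-0.48) did not pass. With the Student's test 2 stellate markers fell, and with mice 5 and 6 both left out 1 endothelial marker fell, Lyve1 (-0.43) did not pass and 1 cholangiocyte marker rose.

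**Figure D2:**
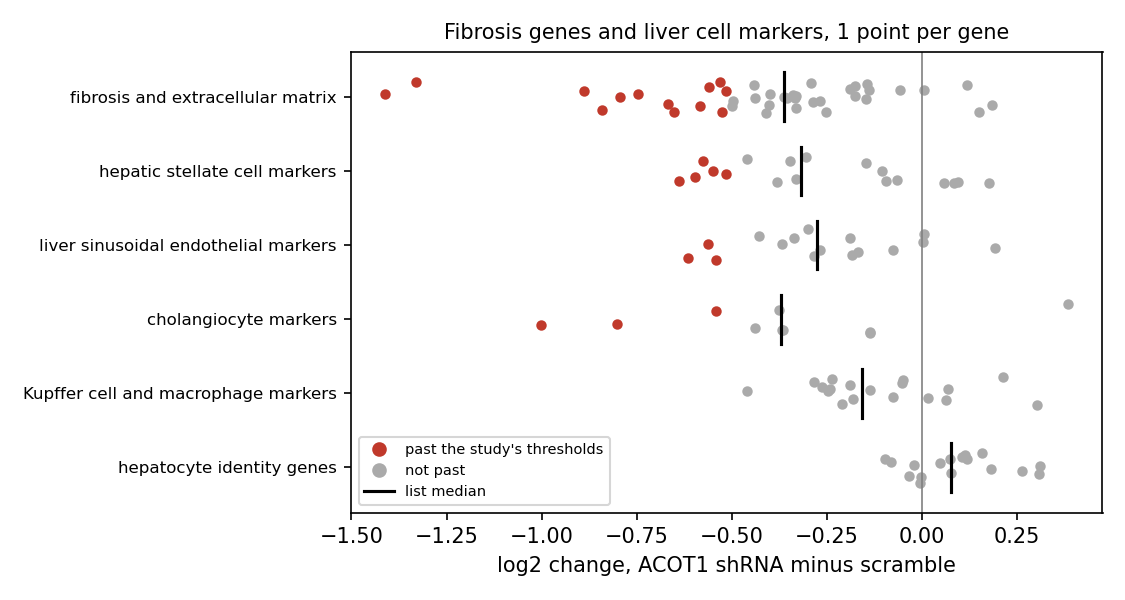
Log2 change in shRNA-ACOT1 mice against scramble mice (horizontal axis) for fibrosis genes and markers of liver cell types, 1 point per gene, red where the gene passed the study's thresholds, with a black line at the list median. The 13 fibrosis genes that passed are all left of 0, and no hepatocyte gene passed.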

Based on this list of DEGs, IPA revealed hepatic fibrosis/hepatic stellate cell activation among the most significant pathways altered (*p* = 3.06*E* − 07) and predicted to be highly inactivated) (Figure S2). Significant alteration was identified for metabolic disease (*p* value range = 1.32*E*-05 to 3.52*E*-21) and gastrointestinal disease (*p* value range = 3.24*E*-05 to 1.03*E*-18). 

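Part of the genes of lipid storage and of the PPAR-alpha program fell in shRNA-ACOT1 mice. Of 38 measured targets of PPAR-alpha, the fatty acid sensing nuclear receptor, 18 fell, 1 rose (the fatty acid hydroxylase Cyp4a12a, named after its value was seen) and 19 did not pass. The pyruvate dehydrogenase kinase Pdk4 (log2 change -1.33, standard error 0.23) and the lipid droplet protein Plin5 (-0.67, standard error 0.12) were among those that fell. The 18 include Acot1 and the 3 paralogs that fell with it. Without the Acot genes, a setting added after seeing the data, 14 of 34 targets fell. Of the 38 targets, 29 stand in another list as well, so these lists are not separate evidence. Of 20 lipid droplet proteins and lipases, 7 fell, including Plin4 (-1.12, standard error 0.25). Of 29 genes of fatty acid synthesis, elongation and desaturation, 4 fell, the elongase Elovl7 (-0.70, standard error 0.18), the desaturase Scd3 (-0.60, standard error 0.17), the acetyl-CoA carboxylase Acaca (-0.64, standard error 0.24) and the malic enzyme Me1 (-0.66, standard error 0.25). Of 16 genes of triglyceride synthesis 2 fell, the phosphatidate phosphatase Lpin2 (-0.91, standard error 0.20) and Gpat3 (-0.77, standard error 0.23), whose second probe set had a log2 change of -0.10. Of 16 genes of fatty acid uptake and activation 4 fell, including the lipoprotein receptor Vldlr (-0.70, standard error 0.18). Of 18 peroxisomal oxidation genes 3 fell, Pex11a (-0.90, standard error 0.19), Abcd2 (-1.14, standard error 0.24) and Crat (-0.86, standard error 0.18), whose second probe set had a log2 change of -0.28, and of 19 mitochondrial oxidation genes 1 fell, the carnitine transporter Slc22a5 (-0.53, standard error 0.16). Adjusted over the list alone, 16 PPAR-alpha targets, 5 lipid droplet genes, 3 peroxisomal genes and 1 gene of triglyceride synthesis were lower at an adjusted p under 0.05 from limma, none of fatty acid synthesis, uptake or mitochondrial oxidation was, and 1 PPAR-alpha target and 1 peroxisomal gene were higher. With an estimated correlation camera gave adjusted p = 0.214 for the PPAR-alpha targets and the lipid droplet genes, adjusted p = 0.273 for fatty acid and for triglyceride synthesis, adjusted p = 0.353 for uptake, adjusted p = 0.368 for peroxisomal and adjusted p = 0.467 for mitochondrial oxidation. The mean change of the PPAR-alpha targets from the scramble mean was -0.93 in shRNA-ACOT1 mouse 1, -0.77 in mouse 2 and -0.26 in mouse 5, and that of the lipid droplet genes was -0.77, -0.59 and -0.23. Without shRNA-ACOT1 mouse 1, 3 lipid droplet genes and no higher PPAR-alpha target passed (nor did the latter without scramble mouse 6), 1 uptake gene fell without mouse 2 and 2 without scramble mouse 6, and 5 peroxisomal and 5 mitochondrial genes fell without mouse 5. Without shRNA-ACOT1 mouse 1, mouse 2 or scramble mouse 8, 2 genes of fatty acid synthesis fell and Acaca (-0.50, -0.57 and -0.43) and Me1 (-0.50, -0.53 and -0.50) did not pass, without scramble mouse 6 Scd3 (-0.50) did not, and without shRNA-ACOT1 mouse 1, mouse 2 or scramble mouse 9 Slc22a5 (-0.50, -0.43 and -0.48) did not. With the Student's test 2 genes of fatty acid synthesis, 1 of triglyceride synthesis and 1 of uptake fell, and Acaca, Me1 and Gpat3 did not pass. Among probe sets above the table's median 2 genes of fatty acid synthesis fell, with the mean of a gene's probe sets 1 of triglyceride synthesis did, with quantile normalization Slc22a5 (-0.48) did not pass, and with the arrays centred or weighted 0 PPAR-alpha targets rose. With mice 5 and 6 both left out 5 peroxisomal and 4 mitochondrial genes fell and Scd3 (-0.50) did not pass. In camera with a preset correlation, the PPAR-alpha, lipid droplet, fatty acid synthesis, triglyceride and mitochondrial lists were at an adjusted p under 0.05. Uptake and peroxisomal oxidation were not, and with fry none of these lists was.

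**Figure D3:**
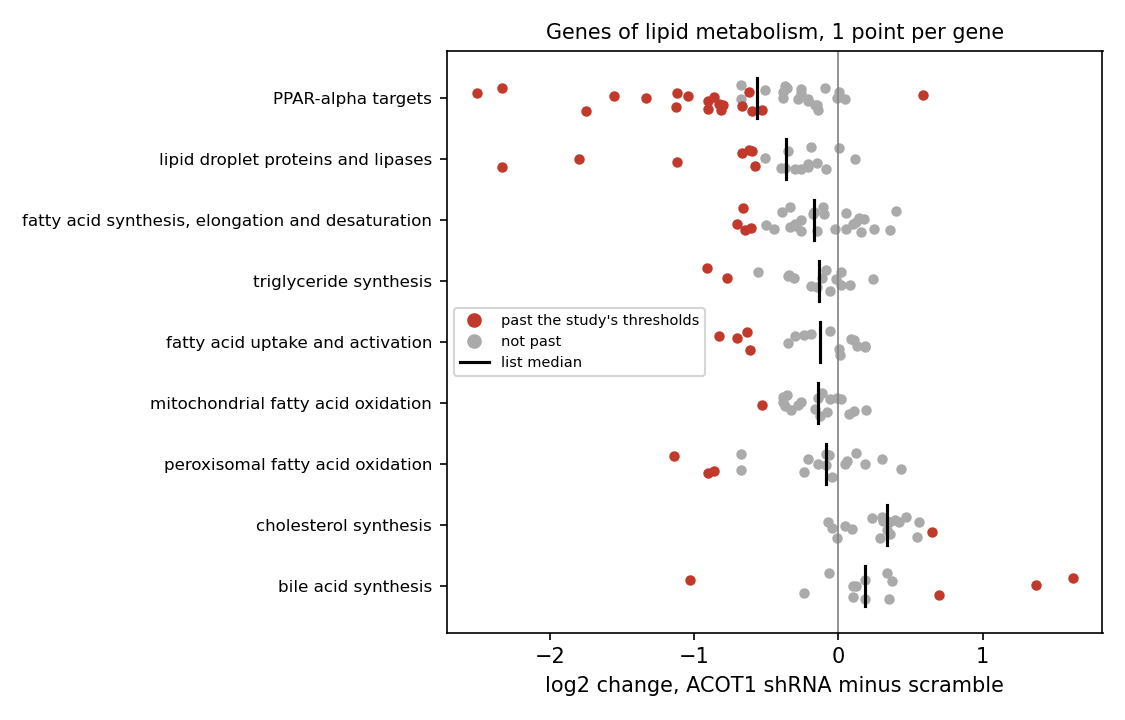
Log2 change in shRNA-ACOT1 mice against scramble mice (horizontal axis) for genes of lipid metabolism, 1 point per gene, red where the gene passed the study's thresholds, with a black line at the list median. Of the 38 PPAR-alpha targets, 18 lie left of 0 in red and 1 lies right of 0 in red.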

In terms of molecular and cellular functions, lipid metabolism was significantly reduced in shRNA-ACOT1 mice (Table S6). In excellent agreement with the above results, from several networks corresponding to DEGs between the two groups, the lipid metabolism, small molecule biochemistry networks were in the top five networks identified (Table S7). 

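Genes of sterol and bile acid handling changed in both directions. Of 14 measured genes of bile acid synthesis, 3 rose, Cyp7a1, the oxysterol hydroxylase Cyp7b1 (log2 change 1.37, standard error 0.27) and the sterol hydroxylase Cyp8b1 (0.69, standard error 0.25), and 1 fell, the oxysterol hydroxylase Cyp39a1 (-1.03, standard error 0.20). Of 15 genes of bile acid transport and sensing, 4 fell, including the transporters Abcb1a (-1.05, standard error 0.22), Slco1a4 (-0.94, standard error 0.20) and Abcc4 (-0.62, standard error 0.15), and 1 rose, the transporter Slco1a1 (named after its value was seen). Of 19 genes of cholesterol synthesis 1 rose, Msmo1 (0.65, standard error 0.19), with a list median of 0.34. Of 14 genes of gluconeogenesis and glucose sensing 2 fell, the hexokinase Hk2 (-0.64, standard error 0.17) and Igfbp1 (-1.19, standard error 0.37). Adjusted over the list alone, 2 genes of bile acid synthesis were higher and 1 lower, and 4 of transport lower, at an adjusted p under 0.05 from limma. Camera gave adjusted p = 0.179 with an estimated correlation for bile acid synthesis, adjusted p = 0.353 for transport, adjusted p = 0.307 for cholesterol synthesis and adjusted p = 0.273 for gluconeogenesis. Cyp8b1 did not pass without shRNA-ACOT1 mouse 5 (0.57) or scramble mouse 6 (0.44), and Slco1a1 not without shRNA-ACOT1 mouse 1, mouse 2 or scramble mouse 9, where 0 transport genes rose. Without shRNA-ACOT1 mouse 1 or scramble mouse 6, 0 cholesterol genes rose (Msmo1 at 0.52 and 0.53), without shRNA-ACOT1 mouse 5, 4 did and without scramble mouse 8, 6 did. With quantile normalization 2 cholesterol genes rose, and with mice 5 and 6 both left out 3 did and Cyp8b1 (0.32) did not pass. Cyp8b1, Slco1a1 and Igfbp1 did not pass the Student's test. In gluconeogenesis and glucose sensing, 3 genes fell and 1 rose without scramble mouse 8, and 2 fell and 1 rose without scramble mouse 9. In camera with a preset correlation, bile acid synthesis, cholesterol synthesis and gluconeogenesis were at an adjusted p under 0.05 and transport was not. With fry only bile acid synthesis was.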

By overlapping network 3 with diseases and functions using IPA Molecule Activity Predictor (MAP) tool, we revealed that hepatic steatosis (*p* value = 7.23*E*-04), synthesis of lipid (*p* value = 1.08*E*-12), synthesis of fatty acid (*p* value = 1.95*E*-06), and fatty acid metabolism (*p* value = 9.085*E*-20) were enriched and significantly reduced (Figure 4), with a *z*-score ranging from -1.91 to -3.05 (Table S6).

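Of the 22 genes that Figure 4 or the results text names for the silenced livers, 19 passed the study's thresholds. The study chose them on these samples, so this count is not independent evidence of a direction. The carbonyl reductase Cbr1 (log2 change -1.47, standard error 0.24), the oxysterol-binding protein Osbpl3 (-1.19, standard error 0.31) and the transcription factor Klf6 (-0.96, standard error 0.27) fell, as did cyclin D1, Ccnd1 (-0.72, standard error 0.23). The cytochrome Cyp1a2 rose from 11.05 ± 0.14 (SD, n = 3) in scramble mice to 11.66 ± 0.31 (SD, n = 3) in shRNA-ACOT1 mice on the log2 scale. The proliferation marker Mki67 (-0.56, standard error 0.25), the interferon-induced Bst2 (-0.70, standard error 0.31) and Rap1gap (-0.51, standard error 0.20) did not pass, and did without shRNA-ACOT1 mouse 5 (-0.73, -0.96 and -0.58) or with the arrays centred on their medians. With limma the adjusted p was 0.25 for Cbr1 (0.0226 without shRNA-ACOT1 mouse 5 to 0.91 without mouse 2 over its alternatives) and 0.433 for Cyp1a2. Of the 19 genes, 12 did not pass without at least 1 of the mice, among them Ccnd1 without shRNA-ACOT1 mouse 2 (-0.59) and Cyp1a2 without shRNA-ACOT1 mouse 1 (0.49), mouse 2 (0.56) or scramble mouse 6 (0.53). With the arrays centred (0.57) or quantile normalized again (0.55) Cyp1a2 did not pass either. From 1 lipid metabolism network overlaid on functions in IPA, the paper reports that hepatic steatosis and the synthesis of lipid were reduced in the silenced livers. Apart from gene expression, it reports less steatosis and no inflammation on histology, a lower serum ALT, less visceral fat and smaller livers. Its lipidomics of the silenced livers, not analysed here, reports lipids changed in both directions, most of them glycerophospholipids.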

### 3.5. Lipidomic Analysis Revealed ACOT1 Modulation Effects on Glycerophospholipid Accumulation *In Vivo*

Untargeted lipidomics of the *ACOT1*-overexpressing mice identified 66 differentially abundant lipids compared to the control mice. Among the differentially abundant lipids, 59/66 were glycerophospholipids, followed by sphingolipids (6/66) and only one 1sterol lipid (1/66) (Table 1). The silencing of ACOT1 in shRNA-ACOT1 mice compared to their matched control mice showed 94 differentially abundant lipids, about 80% of which were glycerophospholipids (75/94) (Table 2). The ACOT1-overexpressing mice had significantly increased accumulation of glycerophospholipids compared to their controls (Table S8).

### 3.6. ACOT1 Gene Expression Level Correlates with Severity of Steatohepatitis

To investigate the relationship between ACOT1 and severity of MASH, we evaluated the correlation between ACOT1 gene expression level and histological features on biopsy (Figures 5(a), 5(b), 5(c), 5(d), and 5(e)). With respect to severity of MASH, ACOT1 mRNA abundance correlated with the presence of ballooning (*p* value = 0.057) and lobular inflammation (*p* value = 0.0153). Importantly, ACOT1 abundance was highly correlated with the MASH score (Spearman correlation = 0.44, 95% CI 0.13 to 0.67, Kruskal-Wallis test *p* value = 0.0070) (Figure 5(d)). Therefore, ACOT1 gene expression level correlated with the severity of MASH in patient samples (Figures 5(d) and 5(e)).

## 4. Discussion

In this study, we used an unbiased network analysis approach to identify ACOT1 as a novel important player in driving MASH. We determined ACOT1 to be central to the protein-protein interaction network (interactome) using the betweenness centrality algorithm and confirmed its contribution to MASH pathogenesis using in vivo and in vitro approaches. ACOT1 overexpression led to MASH, with significantly increased accumulation of glycerophospholipids, whereas the changes of MASH were not seen in the control mice on a high-fat diet. ACOT1 inhibition prevented the development of MASH, along with decreased glycerophospholipid accumulation.

For *in vivo* validation, we generated a mouse model wherein ACOT1 was increased through adenovirus-mediated ACOT1 upregulation along with exposure to a high-fat diet. This supported the importance of ACOT1 in triggering critical lipid accumulation, specifically increasing accumulation of glycerophospholipids and sphingolipids, as evidenced by lipidomics. Increased ACOT1 resulted in de novo lipogenesis with increased macrovesicular hepatic steatosis, along with a gene expression profile compatible with hepatic steatosis and damage. Among the genes involved in lipid metabolism and biosynthesis, *Ctp1a*, *Dhcr24*, and *Pdk4* have been previously reported as upregulated in MASH patients or animal models [23–25]. The overexpression or activation of proinflammatory molecules, such as *Ilrl1*, *Socs2*, *Thbs1*, and *Egfr*, was also aligned with previously published results in MASH [9, 26–28].

Conversely, downregulation of ACOT1 in vivo prevented development of MASH. There was significantly less accumulation of steatosis even with exposure to lipid. Glycerophospholipid accumulation was significantly reduced with ACOT1 inhibition.

We then performed patient-level validation and discovered that there was correlation of ACOT1 with the severity of MASH. Increased ACOT1 expression correlated with hepatocyte ballooning, lobular inflammation, and the MASH activity score, as reflective of the severity of steatohepatitis. There is a rationale for these findings, given that ACOT1 converts acyl-CoAs to free fatty acids (FFA) and CoA, resulting in the critical accumulation of FFAs and subsequent lipotoxicity.

There has been little previous literature on ACOT1, with its biochemistry and structural conformation not having been delineated. A previous study investigated the effect of ACOT1 on fatty acid flux during fasting [29]. In this study, mice were also exposed to a high-fat diet for 12 weeks. However, a knockdown of ACOT1 was performed with only a single injection of adenovirus-mediated targeted knockdown of ACOT1. Mice were then sacrificed when fasting, one week after the injection. With this different experimental approach, hepatic ACOT1 knockdown assessed under fasting conditions was found to decrease liver triglyceride accumulation, by increasing turnover of triglycerides and reducing oxidation of fatty acids. The authors therefore determined that ACOT1 regulates fasting hepatic fatty acid metabolism by balancing oxidative flux and capacity [29]. In contrast, we investigated the effect of persistent ACOT1 upregulation over a month on the liver, while on a high-fat, high-carbohydrate diet. We discovered that this sustained upregulation in ACOT1 resulted in development of steatohepatitis (which did not arise in our control mice at the same time point), with lipidomic analysis demonstrating significantly increased accumulation of glycerophospholipids and sphingolipids.

Accumulation of glycerophospholipids, specifically phosphatidylserine, phosphatidylcholine, phosphatidylethanolamine, and phosphatidylinositol species, has previously been reported in association with greater severity of MASLD [30]. Recent efforts have been made to therapeutically target hepatic lipid accumulation in MASLD [31–33]. For example, acetyl CoA carboxylase inhibition has been found to decrease de novo hepatic lipogenesis and consequent steatosis, although this was associated with a concomitant increase in serum triglycerides. More recently, ACOT9, a mitochondrial enzyme of the ACOT family, was found to modulate hepatic steatosis. However, ACOT9 rescue resulted in steatosis but not the development of MASH. This effect was found to be mediated through triglyceride synthesis and hepatic glucose production [34].

Our search for gene expression datasets was limited by the small number of publicly available datasets profiling MASH patients, often including a small or unbalanced number of patients between MASH and SS and incomplete clinical annotation. We were therefore left with only one eligible dataset for analysis as a starting point, to compare MASH to steatosis. We were more interested in using an unbiased interactomic approach to understand the potential drivers of the transition from steatosis to MASH. Our animal experiment was limited by cessation of the experiment prior to development of hepatic fibrosis, and we therefore could not evaluate the effect of ACOT1 overexpression on development of fibrosis.

## 5. Conclusions

We have shown that ACOT1 contributes to MASH development. Inhibition of ACOT1 resulted in prevention of MASH through decreased accumulation of glycerophospholipids.

Our results suggest ACOT1 as a novel potential therapeutic target, wherein lipid accumulation could be targeted to prevent development of MASH.

## Figures and Tables

**Figure 1:**
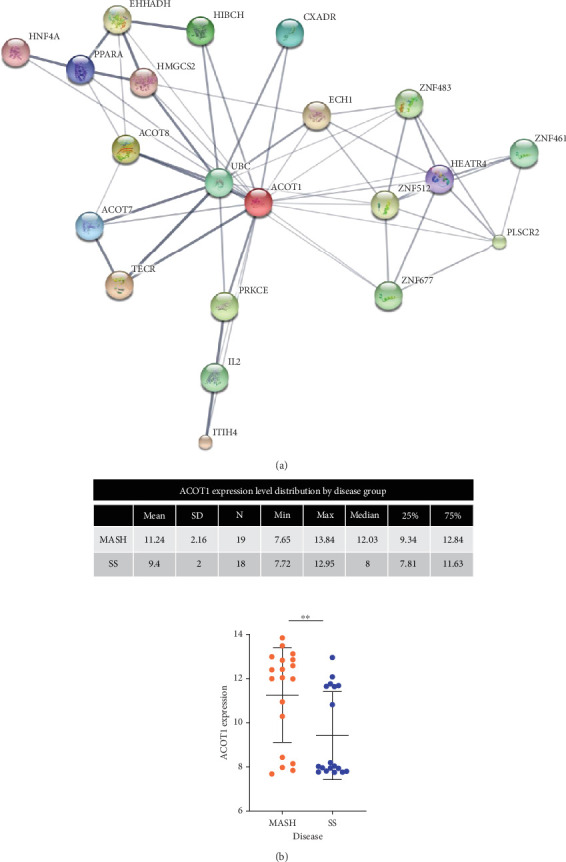
(a) Protein-protein interaction network generated from differentially expressed genes between patients with MASH versus simple steatosis. (b) Scattered dot plots with mean ± SD (⁣^∗∗^*p* value = 0.0050, Mann–Whitney test). *n* = number of samples in each group; SD = standard deviation; SS = simple steatosis.

**Figure 2:**
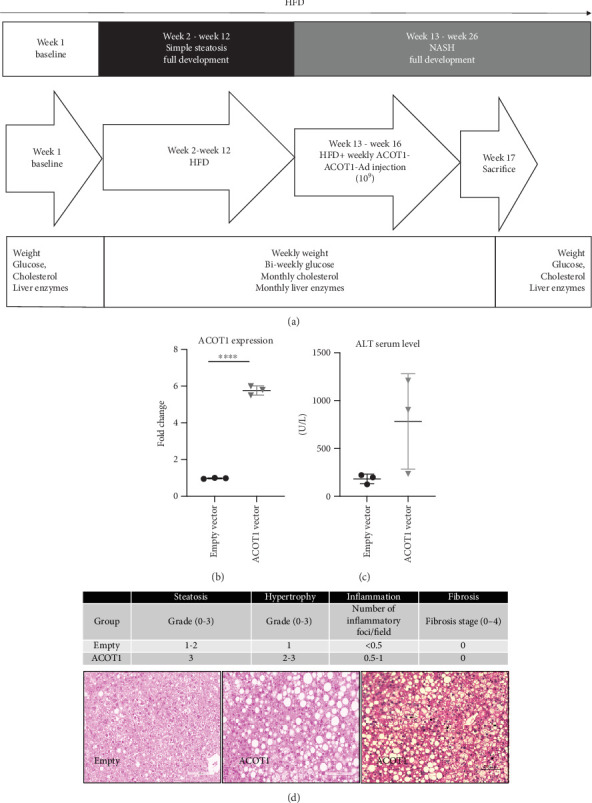
(a) Animal study flowchart: C57BL/6 mouse model exposed to high-fat diet ((58%kcal fat diet) + high sucrose (45%) and high fructose (55%) in water) for 12 weeks, followed by the weekly adenovirus injection to induce overexpression of *ACOT1* continued up to the time of sacrifice at 17 weeks. (b) *ACOT1* gene expression in livers of the mice that received the adenovirus bearing *ACOT1* (*n* = 3) compared to the animal injected with the empty vector (*n* = 3). Scatter plot reports fold-change expression as mean ± SD obtained in each group. ⁣^∗∗∗∗^Student's *t*-test, *p* value < 0.0001. (c) ALT serum level in the two mice groups. Scatter plots reports ALT values as mean ± SD. (d) *ACOT1* gene expression in mice led to hepatocyte ballooning and increased macrovesicular steatosis (grade 3) and ballooning (arrow) in mice overexpressing *ACOT1* gene as compared to control mice (grade 2 steatosis and no evidence of ballooning).

**Figure 3:**
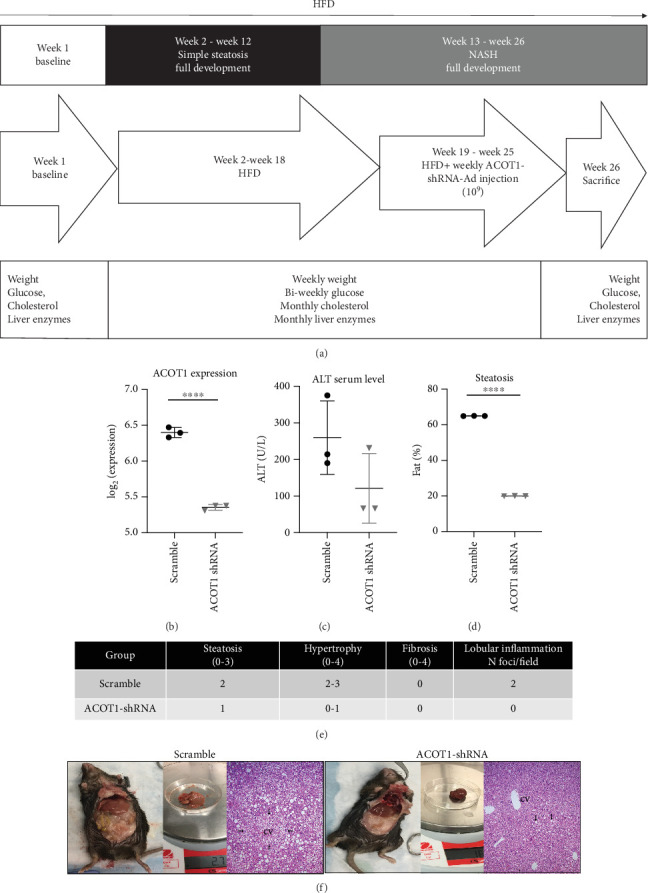
(a) Animal study flowchart: C57BL/6 mouse model exposed to high-fat diet ((58%kcal fat diet) + high sucrose (45%) and high fructose (55%) in water) for 18 weeks before the shRNA adenovirus injection to induce silencing of ACOT1 and was continued up to the sacrifice at 26 weeks. (b) *ACOT1* gene expression in livers of the mice that received the shRNA ACOT1 adenovirus (*n* = 3) compared to the animal injected with the scramble vector (*n* = 3). ⁣^∗∗∗∗^Student's *t*-test, *p* value < 0.0001. (c) ALT serum level in the two mice groups. Scatter plot represents ALT values expressed as mean ± SD obtained in each group. (d) Steatosis was decreased in livers of the mice that received the shRNA-ACOT1 adenovirus (*n* = 3) compared to the animal injected with the scramble vector (*n* = 3). Scatter plot represents ALT values expressed as mean ± SD obtained in each group. ⁣^∗∗∗∗^Student's *t*-test, *p* value < 0.0001. (e) ACOT1 silencing in mice decreased steatosis as well as hypertrophy and inflammation compared to the scramble mice. (f) ACOT1 scramble shows more visceral fat and bigger liver size compared to the shRNA-ACOT1 mice. H&E staining on the scramble mice shows marked microvesicular steatosis in zone 3. Arrows highlight a group of hepatocytes with small fat droplets around a central vein (CV). H&E staining on the shRNA ACOT1 mice livers shows a dramatic decreased of steatosis (magnification 100x).

**Figure 4:**
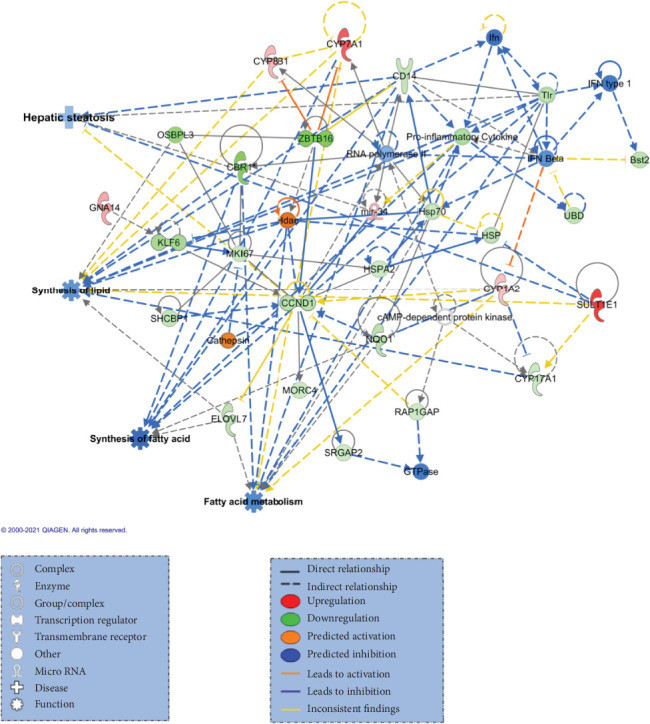
Network 3 (associated with lipid metabolism, small molecule biochemistry), overlapping with diseases and functions in IPA revealed significant enrichment and reduction of hepatic steatosis (*p* value = 7.23*E*-04), synthesis of lipid (*p* value = 1.08*E*-12), synthesis of fatty acid (*p* value = 1.95*E*-06), and fatty acid metabolism (*p* value = 9.085*E*-20).

**Figure 5:**
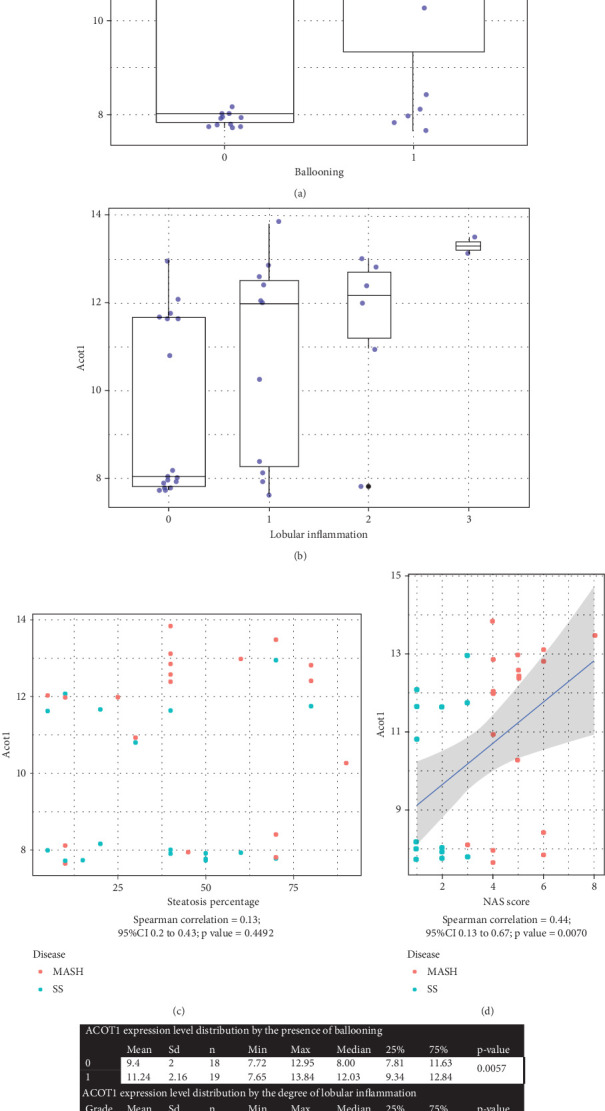
(a) Boxplots show the relationship between *ACOT1* expression and the presence of ballooning, with data summarized in panel (e). Wilcoxon rank-sum test was performed for difference in medians between groups. (b) Boxplots show the relationship between *ACOT1* expression and degree of lobular inflammation, with data summarized in panel (e). Kruskal-Wallis test was performed for difference in medians between groups. (c) *ACOT1* expression corresponding to steatosis percent. *p* value was obtained by the Kruskal-Wallis test. (d) *ACOT1* expression was significantly correlated with MASLD severity score (NAS score) with *p* value < 0.01 (Kruskal-Wallis test). (e) *ACOT1* expression level distribution by the severity of MASH. Wilcoxon rank-sum test was performed for difference in the median of *ACOT1* expression level by disease group and ballooning. Kruskal-Wallis test for difference in the median of *ACOT1* expression level by disease group and the degree of lobular inflammation. SD = standard deviation; *n* = number of samples.

**Table 1:** List of the 66 lipids identified as differently abundant between ACOT1-overexpressing mice and the control group.

ACOT1 vector vs. control	FC	*p* value
*Glycerophospholipids*		
PG 440_glycerophospholipid species profile—negative mode	5.4158	0.00083483
PS 422_glycerophospholipid species profile—positive mode	0.18828	0.0019457
DMPE 343_glycerophospholipid species profile—negative mode	10.046	0.0029643
CL 8616_glycerophospholipid species profile—negative mode	0.49116	0.0029878
PE O-460_glycerophospholipid species profile—positive mode	0.39283	0.0033365
PE 467_glycerophospholipid species profile—positive mode	0.39283	0.0033365
141_glycerophospholipid fatty acid profile—negative mode	0.31947	0.0039827
DMPE 342_glycerophospholipid species profile—negative mode	4.6398	0.0047027
PS 362_glycerophospholipid species profile—negative mode	3.6119	0.0048064
121_glycerophospholipid fatty acid profile—positive mode	0.23855	0.0057462
PC O-365AcO_glycerophospholipid species profile—negative mode	4.1669	0.0072979
PE 444_glycerophospholipid species profile—positive mode	14.753	0.0088069
LPE 180_glycerophospholipid species profile—negative mode	2.5034	0.012288
CL 847_glycerophospholipid species profile—negative mode	2.3018	0.012469
CL 7813_glycerophospholipid species profile—negative mode	0.2263	0.012725
PS 374_glycerophospholipid species profile—negative mode	0.23238	0.0139
80_glycerophospholipid fatty acid profile—positive mode	0.18352	0.015693
DMPE O-242_glycerophospholipid species profile—negative mode	0.47585	0.015796
LPI 305_glycerophospholipid species profile—positive mode	0.31311	0.017353
CL 769_glycerophospholipid species profile—negative mode	4.3799	0.018536
MMPE 361_glycerophospholipid species profile—positive mode	6.0512	0.020478
120_glycerophospholipid fatty acid profile—positive mode	0.29508	0.021354
DMPE 385_glycerophospholipid species profile—negative mode	2.0737	0.024004
PC 372AcO_glycerophospholipid species profile—negative mode	6.5025	0.024393
CL 767_glycerophospholipid species profile—negative mode	4.8852	0.026473
LPE 181_glycerophospholipid species profile—negative mode	3.4599	0.028041
DMPE 387_glycerophospholipid species profile—negative mode	2.5637	0.029957
MMPE 364_glycerophospholipid species profile—negative mode	4.948	0.033181
CL 8017_glycerophospholipid species profile—negative mode	3.9143	0.036294
PA 461_glycerophospholipid species profile—negative mode	5.8479	0.039186
MMPE 406_glycerophospholipid species profile—negative mode	2.5567	0.040545
PE 428_glycerophospholipid species profile—positive mode	2.4504	0.044386
PE O-421_glycerophospholipid species profile—positive mode	2.4504	0.044386
PE 387_glycerophospholipid species profile—negative mode	2.6733	0.048282
PS 3811_glycerophospholipid species profile—negative mode	0.10735	0.003149
LPS O-161_glycerophospholipid species profile—negative mode	5.2567	0.0041092
MMPE 408_glycerophospholipid species profile—negative mode	2.2046	0.0048555
LPE 160_glycerophospholipid species profile—negative mode	2.8533	0.006396
CL 8413_glycerophospholipid species profile—negative mode	2.2912	0.010136
PC 366AcO_glycerophospholipid species profile—negative mode	4.1762	0.013525
NAPE 465_glycerophospholipid species profile—negative mode	0.42551	0.013763
LDMPE 242_glycerophospholipid species profile—negative mode	0.47585	0.015796
NAPE 432NH4_glycerophospholipid species profile—positive mode	0.016936	0.017846
DMPE O-380_glycerophospholipid species profile—negative mode	6.4904	0.020186
PC 462_glycerophospholipid species profile—positive mode	4.8021	0.022259
PI 306_glycerophospholipid species profile—positive mode	4.3584	0.023263
CL 502_glycerophospholipid species profile—negative mode	0.11953	0.027643
221_glycerophospholipid fatty acid profile—positive mode	0.11836	0.028334
DMPE 380_glycerophospholipid species profile—negative mode	3.544	0.028633
PS O-387_glycerophospholipid species profile—negative mode	2.3581	0.033074
NAPE 467_glycerophospholipid species profile—negative mode	4.0524	0.03454
NAPE 4714NH4_glycerophospholipid species profile—positive mode	0.20715	0.034867
CL 8617_glycerophospholipid species profile—negative mode	2.2575	0.038586
PG 365_glycerophospholipid species profile—positive mode	3.6213	0.042554
CL 4020_glycerophospholipid species profile—negative mode	6.5606	0.042649
PC O-280AcO_glycerophospholipid species profile—negative mode	4.4949	0.042762
NAPE 380NH4_glycerophospholipid species profile—positive mode	0.18402	0.044394
DMPE 205_glycerophospholipid species profile—negative mode	4.0114	0.046977
MMPE 365_glycerophospholipid species profile—negative mode	2.8672	0.048152
*Sphingolipids*		
MIPC 2702_sphingolipid species profile—positive mode	0.24658	0.0017179
GM2 4742_sphingolipid species profile—positive mode	6.4464	0.016187
SM 3512AcO_sphingolipid species profile—negative mode	2.9097	0.043925
IPC 4032_sphingolipid species profile—negative mode	2.549	0.030693
CerP_sphingolipid class profile—positive mode	0.38165	0.034236
CerP 4742_sphingolipid species profile—positive mode	0.3824	0.041716
*Sterol lipids*		
CE 310NH4_sterol lipid species profile—positive mode	5.0507	2.3365

FC = fold change. *p* value was calculated with two-tailed unpaired Student *t*-test.

**Table 2:** List of the 94 lipids identified as differently abundant between shRNA-ACOT1 mice and the control group.

sh-RNA-ACOT1 vs. control	FC	*p* value
*Glycerophospholipids*		
100_glycerophospholipid fatty acid profile—negative mode	2.9118	0.041139
120_glycerophospholipid fatty acid profile—negative mode	4.116	0.0034868
122_glycerophospholipid fatty acid profile—negative mode	3.3226	0.0022016
226_glycerophospholipid fatty acid profile—negative mode	0.23984	0.016591
CL 724_glycerophospholipid species profile—negative mode	11.573	0.023134
CL 746_glycerophospholipid species profile—negative mode	2.5931	0.041039
CL 7812_glycerophospholipid species profile—negative mode	2.7305	0.010953
CL 788_glycerophospholipid species profile—negative mode	2.7995	0.016176
CL 805_glycerophospholipid species profile—negative mode	2.9058	0.014326
CL 8210_glycerophospholipid species profile—negative mode	2.4697	0.027092
CL 8212_glycerophospholipid species profile—negative mode	3.5823	0.0057443
CL 828_glycerophospholipid species profile—negative mode	5.7078	0.0011763
CL 841_glycerophospholipid species profile—negative mode	10.371	0.0032339
CL 884_glycerophospholipid species profile—negative mode	5.2798	0.017416
DMPE 386_glycerophospholipid species profile—positive mode	0.43699	0.019894
DMPE 406_glycerophospholipid species profile—positive mode	0.36382	0.019765
DMPE 441_glycerophospholipid species profile—negative mode	2.2982	0.039853
DMPE_glycerophospholipid class profile—positive mode	0.41813	0.0074815
LPI 286_glycerophospholipid species profile—negative mode	10.471	0.019241
LPIP 282_glycerophospholipid species profile—negative mode	4.5669	0.013379
LPIP3 140_glycerophospholipid species profile—negative mode	0.18265	0.0044966
NAPE 3512NH4_glycerophospholipid species profile—positive mode	0.20893	5.85*E*-05
NAPE 369NH4_glycerophospholipid species profile—positive mode	0.32624	0.009359
NAPE 380NH4_glycerophospholipid species profile—positive mode	0.0431	0.0082559
NAPE 400NH4_glycerophospholipid species profile—positive mode	0.15838	0.0061374
NAPE 4012NH4_glycerophospholipid species profile—positive mode	0.25225	0.012754
NAPE 446NH4_glycerophospholipid species profile—positive mode	5.3193	0.0052773
NAPE_glycerophospholipid class profile—positive mode	0.21633	0.0051334
PA 420_glycerophospholipid species profile—negative mode	2.1207	0.0014948
PA 467AcO_glycerophospholipid species profile—negative mode	2.8842	0.022741
PA O-4212_glycerophospholipid species profile—negative mode	2.3836	0.035434
PC 321_glycerophospholipid species profile—positive mode	0.20731	0.0013991
PC 342_glycerophospholipid species profile—positive mode	0.4296	0.0033941
PC 345_glycerophospholipid species profile—positive mode	0.20132	0.0027972
PC 405_glycerophospholipid species profile—positive mode	0.15701	0.012474
PC O-366_glycerophospholipid species profile—positive mode	0.21391	0.015842
PC O-424_glycerophospholipid species profile—positive mode	0.34325	0.02618
PC O-426_glycerophospholipid species profile—positive mode	0.46327	0.022478
PC O-466_glycerophospholipid species profile—positive mode	0.056284	0.0018447
PC O-486_glycerophospholipid species profile—positive mode	0.18894	0.0040919
PE 364_glycerophospholipid species profile—positive mode	0.21844	9.56*E*-07
PE 386_glycerophospholipid species profile—positive mode	0.32709	0.017022
PE 426_glycerophospholipid species profile—negative mode	0.39127	0.016858
PE O-361_glycerophospholipid species profile—positive mode	0.14748	0.0099463
PE O-380_glycerophospholipid species profile—positive mode	0.20399	4.33*E*-05
PE O-385_glycerophospholipid species profile—positive mode	0.20375	0.011166
PE O-400_glycerophospholipid species profile—positive mode	0.22382	0.0011385
PE O-445_glycerophospholipid species profile—positive mode	0.16092	0.0089894
PE_glycerophospholipid class profile—positive mode	0.43718	0.0010285
PG 420_glycerophospholipid species profile—negative mode	8.8773	0.0083794
PI 304_glycerophospholipid species profile—negative mode	3.442	0.039452
PI O-301_glycerophospholipid species profile—negative mode	5.4423	0.015903
PI O-323_glycerophospholipid species profile—negative mode	8.8676	0.013429
PIP2 301_glycerophospholipid species profile—negative mode	2.9381	0.032184
PIP3_glycerophospholipid class profile—negative mode	2.5782	0.016807
PS 341_glycerophospholipid species profile—positive mode	0.21346	0.0012066
PS 361_glycerophospholipid species profile—positive mode	0.2236	0.013386
PS 365_glycerophospholipid species profile—positive mode	0.23536	0.0071676
PS 401_glycerophospholipid species profile—negative mode	0.098227	0.0082497
PS 405_glycerophospholipid species profile—negative mode	11.426	0.013146
PS 406_glycerophospholipid species profile—positive mode	0.21562	9.72*E*-07
PS 447_glycerophospholipid species profile—negative mode	2.294	0.041305
*Glycerolipids*		
205_glycerolipid fatty acid profile—positive mode	0.40403	0.0011101
226_glycerolipid fatty acid profile—positive mode	0.1328	0.041733
TAG_glycerolipid class profile—positive mode	2.3609	0.015922
181_glycerolipid fatty acid profile—positive mode	2.3441	0.019353
162_glycerolipid fatty acid profile—positive mode	2.3179	0.017261
160_glycerolipid fatty acid profile—positive mode	2.2481	0.031931
MADAG_glycerolipid class profile—positive mode	2.0553	0.032748
161_glycerolipid fatty acid profile—positive mode	2.05	0.038088
202_glycerolipid fatty acid profile—positive mode	2.3401	0.048118
201_glycerolipid fatty acid profile—positive mode	2.3144	0.023084
*Sphingolipids*		
SM 3912AcO_sphingolipid species profile—negative mode	0.32089	0.012443
GD2 4222_sphingolipid species profile—positive mode	7.1229	0.00099144
HexCer 4022_sphingolipid species profile—positive mode	3.5417	0.0077088
IPC 2942_sphingolipid species profile—negative mode	4.745	0.009337
GD2_sphingolipid class profile—positive mode	5.9716	0.010775
GM1 3232_sphingolipid species profile—negative mode	2.6215	0.01248
GD2 4242_sphingolipid species profile—positive mode	3.2177	0.034576
SGalCer 3512_sphingolipid species profile—negative mode	2.153	0.043
GM1 3242_sphingolipid species profile—negative mode	2.5439	0.046765

FC = fold change. *p* value was calculated with two-tailed unpaired Student *t*-test.

## Data Availability

All data associated with this study are present in the paper or in Supplementary Material. Transcriptomic raw data for ACOT1-overexpressed or ACOT1-silenced mice were deposited in NCBI GEO with accession numbers GSE174797 (https://0-www-ncbi-nlm-nih-gov.brum.beds.ac.uk/geo/query/acc.cgi?acc=GSE174797) and GSE175426 (https://0-www-ncbi-nlm-nih-gov.brum.beds.ac.uk/geo/query/acc.cgi?acc=GSE175426), respectively. Source codes used for gene expression analysis are deposited in GitHub (https://github.com/Diogopell/ACOT1).

## Supplementary Materials

Supplementary Materials Supplemental Materials and Methods: interactomic approach to gene expression data in NAFLD. Table S1: MASH datasets available in GEO. Table S2 (A): list of molecules associated with hepatic steatosis and inflammatory response from diseases and functions table obtained in IPA. The molecules in bold were reported as dysregulated genes in MASH versus SS comparison. Table S2 (B): list of the 58 PPIs obtained by STRING Network analysis. Table S3: betweenness centrality score for PPI network in Figure 1(a). Table S4 (A): list of identified upregulated genes between ACOT1-overexpressing mice and controls, related to metabolism and inflammation. GO = Gene Ontology. PPAR gene targets are in italics. Genes commonly upregulated in two independent mouse datasets (GSE57290, GSE59042) are underlined. Table S4 (B): IPA associated the dysregulated genes in ACOT1-overexpressing mice with steatosis and identified 5 top function-related networks based on the list of affected genes and their molecular interactors. Table S5 (A): list of the DEGs identified between ACOT1-overexpressed mice and the control group. Table S5 (B): list of the DEGs identified between ACOT1-silenced mice and the control group. Table S6: lipid metabolism is inhibited in shRNA-ACOT1 mice, as identified by microarray analysis. In IPA, a *z*‐score ≤ −2 corresponds to a highly inhibited process (shown in bold). Table S7: networks corresponding to DEGs between shRNA-ACOT1 mice and controls. Networks related to lipid metabolism are shown in bold. Table S8: differentially abundant lipids between ACOT1-overexpressing mice and ACOT1 shRNA mice. *n* = number of lipids. Figure S1: workflow for analysis of network evolution from steatosis to MASH. DEGs = differentially expressed genes. Figure S2: canonical pathways significantly dysregulated as identified by IPA from shRNA-ACOT1 mice (*n* = 3) vs. control group (*n* = 3) comparison.

# Supplementary material for: Acyl-CoA Thioesterase 1 Contributes to Transition of Steatosis to Metabolic-Associated Steatohepatitis
**Source:** Int J Hepatol. 2024 Jul 11;2024:5560676. doi: 10.1155/2024/5560676
**Supplement:** Supplementary Materials — Supplemental Materials and Methods: interactomic approach to gene expression data in NAFLD. Table S1: MASH datasets available in GEO. Table S2 (A): list of molecules associated with hepatic steatosis and inflammatory response from diseases and functions table obtained in IPA. The molecules in bold were reported as dysregulated genes in MASH versus SS comparison. Table S2 (B): list of the 58 PPIs obtained by STRING Network analysis. Table S3: betweenness centrality score for PPI network in Figure 1(a). Table S4 (A): list of identified upregulated genes between ACOT1-overexpressing mice and controls, related to metabolism and inflammation. GO = Gene Ontology. PPAR gene targets are in italics. Genes commonly upregulated in two independent mouse datasets (GSE57290, GSE59042) are underlined. Table S4 (B): IPA associated the dysregulated genes in ACOT1-overexpressing mice with steatosis and identified 5 top function-related networks based on the list of affected genes and their molecular interactors. Table S5 (A): list of the DEGs identified between ACOT1-overexpressed mice and the control group. Table S5 (B): list of the DEGs identified between ACOT1-silenced mice and the control group. Table S6: lipid metabolism is inhibited in shRNA-ACOT1 mice, as identified by microarray analysis. In IPA, a z‐score ≤ −2 corresponds to a highly inhibited process (shown in bold). Table S7: networks corresponding to DEGs between shRNA-ACOT1 mice and controls. Networks related to lipid metabolism are shown in bold. Table S8: differentially abundant lipids between ACOT1-overexpressing mice and ACOT1 shRNA mice. n = number of lipids. Figure S1: workflow for analysis of network evolution from steatosis to MASH. DEGs = differentially expressed genes. Figure S2: canonical pathways significantly dysregulated as identified by IPA from shRNA-ACOT1 mice (n = 3) vs. control group (n = 3) comparison.

Supplemental Information

Supplemental Materials and Methods

Interactomics approach to Gene Expression data in NAFLD

To generate the final network (**Figure 1A**) that reveals the evolution from steatosis to NASH, we used a series of software and databases, as described below.

We employed IPA software (QIAGEN Inc.) for initial network analysis. IPA identifies the canonical pathways, diseases and functions associated with input data, upstream regulators and biological networks, based on the internal, manually curated Knowledge Base of published experimental findings. Ranking of networks is based on statistical p-value determined by a right-tailed Fisher's exact test(1) and a score that takes into consideration the number of input molecules in context of the total number of entities that can form a specific network. Since the number of input genes was smaller than the IPA requirement for a comprehensive analysis, we performed the intersection of the most biologically meaningful networks and overlaid the results with hepatic steatosis (HS) and inflammatory response (IR) from IPA. The common genes from both HS and IR from each comparison were considered for the next step in our analysis: generating more seeds using Integrated Interactions Database (IID), where we filtered for the liver-specific PPIs based only on experimental evidence. These were then intersected with differentially expressed genes from each group comparison, and the resulting gene lists were inputted individually to STRING (version 10.0), a protein-protein interaction (PPI) software (<https://string-db.org/>) to create the biological network with a choice of none or multiple interactors on one or two layers. STRING also can provide the statistically significant (FDR)(2) (corrected p-value or q-value) associated KEGG pathways(3-5), biological processes, molecular function, cellular component annotations, etc.

References

1. Fisher RA. On the Interpretation of χ^2 from Contingency Tables, and the Calculation of P. Journal of the Royal Statistical Society,. 1922;85(1):87-94.
2. Benjamini Y, Hochberg Y. Controlling the False Discovery Rate: A Practical and Powerful Approach to Multiple Testing. Journal of the Royal Statistical Society: Series B (Methodological). 1995;57(1):289-300.
3. Kanehisa M, Furumichi M, Tanabe M, Sato Y, Morishima K. KEGG: new perspectives on genomes, pathways, diseases and drugs. Nucleic Acids Research. 2017;45(Database issue):D353-D61.
4. Kanehisa M, Sato Y, Kawashima M, Furumichi M, Tanabe M. KEGG as a reference resource for gene and protein annotation. Nucleic Acids Research. 2016;44(Database issue):D457-D62.
5. Kanehisa M, Goto S. KEGG: Kyoto Encyclopedia of Genes and Genomes. Nucleic Acids Research. 2000;28(1):27-30.

Supplemental Tables

Table S1. MASH datasets available in GEO.

**GEO Human**	**Patients' description**	**PMID**	**MASH vs SS (NAFLD)**	**Comment**
GSE66676	Adolescent obese patients undergoing bariatric surgery	26026390	2 defined MASH vs 26 MAFLD	Unbalanced number of patients between the MASH and SS groups
GSE83452	Obese patients undergoing bariatric/diet intervention	28679947	104 MASH/ 44 No MASH	No discrimination possible in the “No MASH” group between healthy and SS patients
GSE59045	Obese patients undergoing bariatric surgery	26028579	5 MASH/ 4 SS	Small group
GSE63067	MAFLD	25993042	8 MASH/ 2 SS	Unbalanced number of patients between the MASH and SS
GSE89632	MAFLD	25581263	19 MASH/ 20 SS	Good MASH and SS patient characterization and balanced number of patients in the 2 groups

Table S2 (A). List of molecules associated with hepatic steatosis and inflammatory response from diseases and functions table obtained in IPA. The molecules in bold were reported as dysregulated genes in MASH versus SS comparison.

**ACOT1**	Hepatic Steatosis
Immunoglobulin	
**SPP1**	
TNF	
TP53	
beta-estradiol	Inflammatory Response
**ACOT1**	
Immunoglobulin	
NOS2	
**SPP1**	
TNF	

Table S2 (B). List of the 58 PPIs obtained by STRING Network analysis.

UBC	TECR
HMGCS2	EHHADH
HIBCH	EHHADH
HMGCS2	PPARA
PPARA	EHHADH
ITIH4	IL2
HNF4A	PPARA
ACOT7	UBC
PRKCE	IL2
ACOT7	TECR
ACOT1	TECR
HMGCS2	UBC
ACOT1	ACOT8
UBC	ACOT8
ACOT1	PRKCE
UBC	CXADR
HIBCH	UBC
UBC	ECH1
HEATR4	ZNF483
ZNF512	HEATR4
ZNF461	HEATR4

HIBCH	ACOT1
ZNF512	ZNF483
UBC	ACOT1
ACOT1	CXADR
HEATR4	ZNF677
UBC	PRKCE
PLSCR2	HEATR4
ZNF512	ZNF677
PLSCR2	ZNF677
PLSCR2	ZNF483
ACOT7	ACOT1
HEATR4	ECH1
ZNF461	ZNF512
ZNF512	ECH1
ZNF483	ECH1
ACOT1	PPARA
HEATR4	ACOT1
PLSCR2	ZNF512
HNF4A	ACOT1
HMGCS2	ACOT1
PPARA	ACOT8
ZNF461	PLSCR2
EHHADH	ACOT8
ACOT1	ITIH4
HMGCS2	ECH1
ACOT1	ECH1
ACOT1	EHHADH
ZNF512	ACOT1
ACOT7	ACOT8
PLSCR2	ACOT1
UBC	ZNF483
ZNF512	UBC
UBC	ZNF677
ZNF677	ACOT1
ZNF483	ACOT1
ACOT1	IL2
ZNF461	ACOT1

Table S3. Betweenness centrality score for PPI network in Figure 1A.

**ACOT1**	**114.48**
UBC	22.37
ZNF512	2.48
PPARA	1.75
HMGCS2	1.58
ACOT8	1.58
HEATR4	1.53
EHHADH	1.42
ECH1	1.37
PLSCR2	0.7
ZNF483	0.7
PRKCE	0.5
IL2	0.5
ZNF677	0.45
ACOT7	0.33
HIBCH	0.25
ITIH4	0
HNF4A	0
ZNF461	0
TECR	0
CXADR	0

Table S4 (A). List of identified up regulated genes between ACOT1 overexpressing mice and controls, related to metabolism and inflammation. GO = Gene Ontology. PPAR gene targets are in Italics. Genes commonly upregulated in two independent mouse datasets (GSE57290, GSE59042) are underlined.

Lipid Metabolism Related Genes			
<u>Abcd2</u>	ATP-binding cassette, sub-family D (ALD), member 2	GO:0006633	fatty acid biosynthetic process
<u>Abcd2</u>	ATP-binding cassette, sub-family D (ALD), member 2	GO:0008610	lipid biosynthetic process
<u>Abcd2</u>	ATP-binding cassette, sub-family D (ALD), member 2	GO:0006635	fatty acid beta-oxidation
<u>Abhd2</u>	abhydrolase domain containing 2	GO:0006634	fatty acid biosynthetic process
<u>Abhd2</u>	abhydrolase domain containing 2	GO:0008610	lipid biosynthetic process
<u>Abhd2</u>	abhydrolase domain containing 2	GO:0046486	glycerolipid metabolism
<u>Abhd2</u>	abhydrolase domain containing 2	GO:0046503	glycerolipid catabolic process
<u>B3galt1</u>	UDP-Gal:betaGlcNAc beta 1,3-galactosyltransferase, polypeptide 1	GO:0008610	lipid biosynthetic process
<u>B3galt1</u>	UDP-Gal:betaGlcNAc beta 1,3-galactosyltransferase, polypeptide 1	GO:0030148	sphingolipid biosynthetic process
<u>B3galt1</u>	UDP-Gal:betaGlcNAc beta 1,3-galactosyltransferase, polypeptide 1	GO:0006665	sphingolipid metabolic process
<u>Cpt1a</u>	<i>carnitine palmitoyltransferase 1a, liver</i>	<i>GO:0006641</i>	<i>triglyceride metabolic process</i>
<u>Cpt1a</u>	<i>carnitine palmitoyltransferase 1a, liver</i>	<i>GO:0006636</i>	<i>fatty acid beta-oxidation</i>
<u>Cpt1a</u>	<i>carnitine palmitoyltransferase 1a, liver</i>	<i>GO:0046486</i>	<i>glycerolipid metabolism</i>
<u>Dhcr24</u>	24-dehydrocholesterol reductase	GO:0008610	lipid biosynthetic process
<u>Fgf21</u>	fibroblast growth factor 21	GO:0006641	triglyceride metabolic process
<u>Fgf21</u>	fibroblast growth factor 21	GO:0046486	glycerolipid metabolism
<u>Fgf21</u>	fibroblast growth factor 21	GO:0046505	glycerolipid catabolic process
<u>Gm12886</u>	predicted gene 12886	GO:0008610	lipid biosynthetic process
<u>Pck1</u>	<i>phosphoenolpyruvate carboxykinase 1, cytosolic</i>	<i>GO:0006641</i>	<i>triglyceride metabolic process</i>
<u>Pck1</u>	<i>phosphoenolpyruvate carboxykinase 1, cytosolic</i>	<i>GO:0019433</i>	<i>triglyceride biosynthetic process</i>
<u>Pck1</u>	<i>phosphoenolpyruvate carboxykinase 1, cytosolic</i>	<i>GO:0008610</i>	<i>lipid biosynthetic process</i>
<u>Pck1</u>	<i>phosphoenolpyruvate carboxykinase 1, cytosolic</i>	<i>GO:0046486</i>	<i>glycerolipid metabolism</i>
<u>Pck1</u>	<i>phosphoenolpyruvate carboxykinase 1, cytosolic</i>	<i>GO:0045018</i>	<i>glycerolipid biosynthetic process</i>

**<u>Pltp</u>**	<i>phospholipid transfer protein</i>	GO:0010875	<i>positive regulation of cholesterol efflux</i>
**Sik1**	salt inducible kinase 1	GO:0019434	triglyceride biosynthetic process
**Sik1**	salt inducible kinase 1	GO:0006641	triglyceride metabolic process
**Sik1**	salt inducible kinase 1	GO:0008611	lipid biosynthetic process
**Sik1**	salt inducible kinase 1	GO:0046486	glycerolipid metabolism
**Sik1**	salt inducible kinase 1	GO:0045019	glycerolipid biosynthetic process
**Socs2**	suppressor of cytokine signaling 2	GO:0006650	glycerophospholipid metabolic process
**Socs2**	suppressor of cytokine signaling 2	GO:0046486	glycerolipid metabolism
**Inflammation Related genes**			
**<u>Il1r1</u>**	interleukin 1 receptor, type I	GO:0006954	inflammatory response
**<u>Il1r1</u>**	interleukin 1 receptor, type I	GO:0050727	regulation of inflammatory response
**Abcd2**	ATP-binding cassette, sub-family D (ALD), member 2	GO:1900016	negative regulation of cytokine production involved in inflammatory response
**Cd200**	CD200 antigen	GO:0150079	negative regulation of neuroinflammatory response
**Cd200**	CD200 antigen	GO:0150077	regulation of neuroinflammatory response
**<u>Thbs1</u>**	thrombospondin 1	GO:0006954	inflammatory response
**<u>Lbp</u>**	lipopolysaccharide binding protein	GO:0002232	leukocyte chemotaxis involved in inflammatory response
**<u>Lbp</u>**	lipopolysaccharide binding protein	GO:0060265	positive regulation of respiratory burst involved in inflammatory response
**<u>Epha2</u>**	Eph receptor A2	GO:0006954	inflammatory response

Table S4 (B). IPA associated the dysregulated genes in ACOT1 overexpressing mice with steatosis and identified 5 Top Function-related Networks based on the list of affected genes and their molecular interactors.

Name	p-value range	# Molecules
Liver Steatosis	6.39 e-02 - 4.15e-04	9
Liver Hyperplasia/<br>Hyperproliferation	1.00e 00 - 4.82e-04	46
Liver Regeneration	1.38 e-03 - 4.15e-04	4
Liver Necrosis/ Cell Death	9.82 e-02 - 7.73 e-03	6
Hepatocellular Carcinoma	1.18e-01 - 1.35e-02	11
ID	Top Diseases and Functions	Score
1	Cancer, Gastrointestinal Disease, Hepatic System Disease	41
2	Cell Death and Survival, Cellular Assembly and Organization, Cellular Compromise	31
3	Cell Signaling, Post-Translational Modification, Protein Synthesis	29
4	Carbohydrate Metabolism, Molecular Transport, Small Molecule Biochemistry	29
5	Cellular Assembly and Organization, DNA Replication, Recombination, and Repair, Cell Death and Survival	29
6	Connective Tissue Development and Function, Organ Morphology, Organismal Development	27
7	Cell Cycle, Cell Morphology, Cellular Assembly and Organization	20
8	Small Molecule Biochemistry, Amino Acid Metabolism, Carbohydrate Metabolism	10

Table S5(A). List of the DEGs identified between ACOT1 overexpressed mice and the control group.

**SYMBOL**	**logFC**	**FC**	**P.Value**
Olfr698	-1.29	0.41	1.81E-06
Gm3336	-0.75	0.60	3.90E-05
Cox6b2	-0.53	0.69	0.000163585
Gm9731	-0.53	0.69	0.000207883
1700007K13Rik	-0.91	0.53	0.000262946
Shisa8	-0.77	0.59	0.000265583
Gm20257	-0.72	0.61	0.000434453
Mt2	1.87	3.66	0.000467494
Gm13657	-0.90	0.54	0.000473701
Obp2a	-3.13	0.11	0.000502065
Itih3	0.64	1.56	0.000733369
Gm4841	-0.91	0.53	0.000748197
Tmed2	-0.60	0.66	0.000753493
Fga	0.65	1.57	0.000804964
Gm12886	0.77	1.70	0.000859515
Fkbp11	-0.78	0.58	0.000888804
9230114K14Rik	-0.87	0.55	0.000905232
Dkk4	-1.12	0.46	0.000931385
Sdr9c7	-0.76	0.59	0.00108376
Mir365-1	-0.66	0.63	0.0013036
Olfr498	-0.70	0.62	0.00137098
Gm10030	-0.65	0.64	0.00143284
Hist1h1c	-0.69	0.62	0.00161319
Zfp992	-1.34	0.40	0.00166242
Osmr	0.65	1.57	0.00170123
Slc37a1	0.59	1.50	0.00170211
Dpy30	-0.53	0.69	0.00174489
Mir3098	-0.73	0.60	0.00184681
Lrg1	0.75	1.69	0.00202303
Gstp1	-0.57	0.67	0.00221514
Gstp3	-0.86	0.55	0.00232101
Zfp982	-1.18	0.44	0.00233088
Hsd3b2	-0.52	0.70	0.00233881
Mt1	1.17	2.24	0.00234968
Qsox1	0.65	1.57	0.00235972

Itih4	0.75	1.68	0.0024251
Cpt1a	0.78	1.72	0.00249999
Gria3	-0.87	0.55	0.00254027
Cyp4b1-ps2	-0.74	0.60	0.00275429
Hist1h3c	-1.16	0.45	0.00281231
Hist1h4h	-0.77	0.59	0.00284321
Plce1	0.63	1.55	0.00290387
Phlda1	-0.93	0.53	0.00314733
Ass1	0.65	1.57	0.00324039
Ddias	-1.14	0.45	0.00332312
Snord58b	-0.92	0.53	0.00341007
Ndufb3	-0.67	0.63	0.00365103
Steap4	0.73	1.66	0.00366607
Hist1h4i	-1.51	0.35	0.00388738
Rpl27a	-0.73	0.60	0.0040275
Csprs	-0.88	0.54	0.00449131
Hspb11	-0.67	0.63	0.00460633
Fgl1	0.69	1.62	0.00464524
Neat1	0.75	1.69	0.00486417
Keg1	-0.70	0.62	0.00492597
Sik1	0.59	1.50	0.00496611
Gm13021	-0.86	0.55	0.00497166
Olfr521	-0.56	0.68	0.00544099
Saa3	-1.57	0.34	0.00546101
Oaz1	-0.68	0.63	0.00558033
Oog3	-0.74	0.60	0.00562788
Coa3	-0.53	0.69	0.00562934
Olfr373	-0.88	0.54	0.00577996
Snord70	-0.54	0.69	0.00598362
Gm8465	-0.60	0.66	0.00598876
Zfp991	-1.25	0.42	0.00602595
Atp8b5	-0.55	0.68	0.00608947
Epha2	0.82	1.76	0.00620264
Blvrb	-0.56	0.68	0.00629849
Smcp	-1.14	0.46	0.00641265
Vmn2r109	-0.52	0.70	0.00666864
Serpina3n	0.73	1.66	0.00669675
Zfp979	-1.32	0.40	0.00685155
Chchd1	-0.75	0.60	0.00728604

Ccl6	-0.57	0.67	0.00735202
Rps27l	-0.69	0.62	0.00743155
Tacc2	0.64	1.56	0.00764904
S100g	-0.70	0.62	0.00778066
Cfap53	-0.60	0.66	0.00800126
Olfir299	-0.82	0.56	0.00814587
5730507C01Rik	-0.77	0.59	0.00827728
2810474O19Rik	-0.86	0.55	0.00859063
Vmn2r122	-0.71	0.61	0.00860009
Tmem141	-0.52	0.70	0.00860845
Snhg15	-0.68	0.62	0.00881302
Snord52	-0.77	0.59	0.00893357
0610040B10Rik	-0.65	0.64	0.00912353
Tyw5	-0.53	0.69	0.00914264
Zfp874a	-0.60	0.66	0.00946609
Vmn1r238	-0.52	0.70	0.00961465
Endog	-0.55	0.68	0.00984307
Nat8	-0.52	0.70	0.00988086
Abrac1	-0.68	0.63	0.00996595
Hist1h2ad	-0.73	0.60	0.0101892
Dmac1	-0.59	0.66	0.0103781
Rps19-ps3	-0.75	0.60	0.0106466
Zbtb16	0.71	1.64	0.0109764
Igfbp1	1.02	2.03	0.0112638
Igk	1.48	2.83	0.0113105
Apol7b	-0.53	0.69	0.0116889
Nipal1	0.83	1.78	0.0116959
1810046K07Rik	-0.66	0.63	0.011705
Il1r1	0.93	1.91	0.0121411
Sult2a7	-0.78	0.58	0.0121824
Snord8	-0.67	0.63	0.0121915
Hist1h1d	-0.95	0.52	0.0123409
Gm10033	-0.63	0.65	0.012543
Saa2	1.37	2.58	0.0125687
Emg1	-0.57	0.67	0.0125889
4930529C04Rik	-0.65	0.64	0.0127211
Gpx3	0.78	1.71	0.0129019
Mup6	-0.59	0.67	0.0129029
Eda2r	-0.85	0.56	0.0131168

Mir122	1.08	2.12	0.0131732
Chil4	-0.53	0.69	0.0132794
Prg4	0.89	1.85	0.0133066
Olfr657	-0.68	0.63	0.0133124
Lbp	0.77	1.71	0.0133233
Ighm	0.69	1.62	0.0134035
Pfdn5	-0.58	0.67	0.0135895
Gm5617	-0.58	0.67	0.0138777
Med31	-0.61	0.66	0.0139053
Gbp2b	-0.70	0.62	0.0142348
Hist1h3b	-0.56	0.68	0.0145062
Gm19705	-0.69	0.62	0.0145142
9430065F17Rik	-0.54	0.69	0.0146532
Sec11c	-0.55	0.68	0.0146921
2010107E04Rik	-0.58	0.67	0.0149936
Mfsd2a	1.04	2.06	0.0150371
Cd200	0.69	1.62	0.0150589
Gm3255	-0.61	0.65	0.0151383
Snord16a	-1.20	0.43	0.0153357
Snrpe	-0.59	0.66	0.0154141
9030619P08Rik	-1.04	0.48	0.0154323
Slc16a5	0.62	1.53	0.0160255
LOC105246765	-0.54	0.69	0.0160589
Vamp7	-0.54	0.69	0.0162255
Gm14327	-0.62	0.65	0.016244
Thbs1	0.63	1.54	0.016399
Lcn2	1.43	2.70	0.0165405
Glod5	-1.09	0.47	0.0167419
Hist1h2bh	-0.68	0.62	0.016783
Sucnr1	-0.59	0.67	0.0170907
Snrpg	-0.56	0.68	0.0175269
Igkv4-68	0.70	1.62	0.0176185
Smim26	-0.54	0.69	0.0176326
Cdkn1a	-1.15	0.45	0.018176
Tmem267	0.65	1.57	0.0182348
Hist1h3d	-0.56	0.68	0.0184481
Olfr877	-0.58	0.67	0.0188213
Fam96a	-0.54	0.69	0.0192667
Aym1	0.62	1.53	0.0193399

Mir3475	-0.65	0.64	0.0194472
Plin4	0.97	1.96	0.0195192
Usp17la	-0.54	0.69	0.0196861
Ighg	1.61	3.06	0.0196957
Znhit3	-0.53	0.69	0.0200336
Mir200c	-0.53	0.69	0.0200681
Tmem126a	-0.52	0.70	0.0201981
Nudcd2	-0.54	0.69	0.0202633
Slc3a1	0.64	1.55	0.0203846
Rps13	-0.72	0.61	0.0204995
5033403H07Rik	-0.80	0.57	0.0205027
Capn8	-0.86	0.55	0.0206173
Sncg	0.73	1.66	0.0206771
Nudt7	-0.63	0.64	0.0207919
Mup-ps12	-0.74	0.60	0.0215988
Gm14147	-0.73	0.60	0.0218621
Serpina6	0.72	1.64	0.021918
Mir3070b	-0.61	0.66	0.0219318
Gm9112	-0.79	0.58	0.0220023
Gm11695	0.94	1.92	0.0226105
Abhd2	0.82	1.77	0.0232808
Iglv1	0.71	1.64	0.0233218
Igh-V3609N	0.61	1.52	0.023555
Skor2	-0.52	0.70	0.0242325
Olfr1141	-0.59	0.67	0.0245422
Hist4h4	-0.55	0.68	0.0247367
Foxq1	-0.98	0.51	0.0247511
Cks2	-0.60	0.66	0.0248133
Rec8	-0.69	0.62	0.0254775
Gas6	0.64	1.56	0.0258933
Snord1b	-0.75	0.59	0.0259249
Snord69	-0.77	0.59	0.0259737
Zfp600	-0.66	0.63	0.0263421
Mup5	-0.53	0.69	0.0267346
Zfas1	-0.69	0.62	0.0272264
Igh-VJ558	0.91	1.95	0.0276924
Mrpl53	-0.68	0.62	0.027802
I830127L07Rik	-0.53	0.69	0.0283046
2310001H17Rik	-0.54	0.69	0.0284939

Rpp40	-1.29	0.41	0.0288954
Gm4758	-0.60	0.66	0.0289073
Omd	-0.62	0.65	0.0289303
Pck1	0.70	1.63	0.0291105
Orm2	1.33	2.51	0.029611
Fgf21	0.64	1.56	0.0297674
Slc6a8	0.62	1.54	0.029818
Snora15	-1.46	0.36	0.0305305
Snord85	-0.72	0.61	0.0308796
Art2b	-0.58	0.67	0.0319546
A630038E17Rik	-0.68	0.62	0.0325736
Olfr116	-0.53	0.69	0.033253
Dnajc15	-0.63	0.65	0.0333318
Olfr986	-0.55	0.68	0.0337956
Scarna9	-0.63	0.64	0.0341911
Olfr1316	-0.61	0.65	0.0348176
Itgb1bp2	0.59	1.50	0.0354705
Mup21	-1.06	0.48	0.0356552
Dhcr24	0.60	1.52	0.0360531
Hist1h2bg	-0.74	0.60	0.0363228
Snord22	-1.21	0.43	0.0363295
Igkv3-4	0.73	1.65	0.0363482
Chac2	-0.61	0.65	0.0369618
Rdh18-ps	0.59	1.50	0.0370981
9430037G07Rik	-0.59	0.66	0.0371906
C7	0.81	1.76	0.038173
Trp53inp1	-0.59	0.66	0.0387651
B3galt1	0.76	1.69	0.0390581
Rps25	-0.62	0.65	0.0394716
Lyve1	0.65	1.57	0.040345
Ccng1	-0.63	0.65	0.0407956
Ifi27	-0.66	0.63	0.0415999
Mirlet7f-1	0.97	1.96	0.0423372
Selenbp2	-0.92	0.53	0.0423683
Snord19	-0.86	0.55	0.0425297
Etaal1os	-0.64	0.64	0.0426104
Rps15a-ps5	-0.54	0.69	0.0429092
Abcd2	0.99	1.98	0.0431446
Gm6445	-0.81	0.57	0.0433024

Aplp2	0.78	1.72	0.0436742
Socs2	1.00	2.00	0.0439303
Try10	-0.65	0.64	0.0440709
Sult1b1	-0.54	0.69	0.0471675
Tcrg-V4	-0.53	0.69	0.0473729
Hist1h2ai	-0.52	0.70	0.0474312
Zfp108	-0.56	0.68	0.0478461
Ighv1-19	1.31	2.48	0.0485722
1700080G11Rik	-0.57	0.68	0.0495055

Table S5(B). List of the DEGs identified between ACOT1 silenced mice and the control group.

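Table S5(B) gives the genes of the silencing experiment with their log2 change and p-value from the study's limma comparison. The paper's table holds 707 genes, the paper's 315 higher and 392 lower in silenced mice. Of its symbols, 495 match an annotated probe set exactly and 212 do not, among them symbols altered in the table's text. Of the 495, 494 have the same sign of change here and 475 pass the thresholds in the same direction. In 491 the log2 change lies within 0.05 of the paper's. A symbol with several probe sets was counted if any of them met the condition. Among the 634 probe sets past the thresholds here, 482 carry a symbol of the table and 152 do not. Joined symbols of the table were not split, and part of the 152 differ from it in name only, such as Mthfd1l.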

**SYMBOL**	**logFC**	**FC**	**P.Value**
Zbtb16	-1.52	0.35	0.00001
Acot1	-1.05	0.48	0.00001
gene	0.97	1.96	0.00002
Syt15	-1.16	0.45	0.00002
Cyp7a1	1.62	3.07	0.00003
LOC105245453/Gm2399	-1.41	0.38	0.00003
Cyp2c50	1.41	2.66	0.00004
C230037L18Rik	-0.90	0.54	0.00004
Traj58	1.04	2.06	0.00006
Selenbp2	1.77	3.41	0.00006
Mfsd2a	-0.98	0.51	0.00007
Nid1	-1.17	0.44	0.00008
Anxa2	-1.36	0.39	0.00009
Sult2a8	0.96	1.95	0.00009
Mthfd11	-1.00	0.50	0.00009
Ces3b	1.22	2.33	0.00012
Gm10319	0.80	1.74	0.00014
Gas6	-0.93	0.52	0.00014
Slc22a7	2.01	4.03	0.00015
2010003K11Rik	-1.50	0.35	0.00015
Slc35g1	-0.82	0.57	0.00015
AI987944	0.79	1.73	0.00017
Dusp3	-0.81	0.57	0.00018
Bhmt-ps1	1.12	2.18	0.00018
Acot3	-1.55	0.34	0.00019
Cbr1	-1.48	0.36	0.00019
Sult5a1	0.91	1.89	0.00019
Alpl	-0.69	0.62	0.00021
Plin5	-0.67	0.63	0.00022
Rragd	-0.70	0.61	0.00023
Hsd3b5	4.35	20.40	0.00023
Iqgap1	-0.72	0.61	0.00023
Timp3	-0.75	0.60	0.00024
Mup9	0.97	1.97	0.00026
Gm10680	-0.79	0.58	0.00027

Cbr1	-1.27	0.42	0.00027
Lrrc39	-1.12	0.46	0.00027
Col1a1	-0.89	0.54	0.00029
Myo1d	-0.67	0.63	0.00029
Pdk4	-1.34	0.40	0.00029
Hsd3b4/Gm10681	2.34	5.07	0.00030
Hsd3b4/Gm10681	2.34	5.07	0.00030
Cntnap1	-0.90	0.53	0.00030
Gpnmb	-1.24	0.42	0.00032
Sox5it	-0.78	0.58	0.00034
Mup21	1.30	2.46	0.00034
Adh6-ps1	1.27	2.42	0.00037
Sprr1a	-2.27	0.21	0.00039
Gpcpd1	1.10	2.14	0.00039
Id1	-0.93	0.52	0.00039
Traj6	0.76	1.69	0.00040
Gm13522	0.89	1.85	0.00040
Unc119	-0.73	0.60	0.00041
Capn8	1.15	2.23	0.00047
Cxcl16	-0.63	0.65	0.00049
Ipw	0.85	1.81	0.00049
Cyp39a1	-1.03	0.49	0.00049
Gnat1	0.90	1.87	0.00050
C3ar1	-0.63	0.64	0.00050
Tinag	-1.16	0.45	0.00052
Gm14296/2210418O10Rik	0.76	1.69	0.00052
Slc43a1	1.34	2.53	0.00054
Prok1	0.66	1.58	0.00054
Gm25083	0.98	1.97	0.00055
Scd2/Mir5114	-1.44	0.37	0.00058
Renbp	-0.60	0.66	0.00061
F11	0.78	1.72	0.00062
Gprc5b	-1.41	0.38	0.00062
Nnmt	1.12	2.17	0.00062
Crim1	-0.70	0.61	0.00064
Gstm3	-1.79	0.29	0.00064
Rbm12b1/Rbm12b2	0.68	1.61	0.00065
Aqp7	-0.81	0.57	0.00066
Cyp7b1	1.37	2.58	0.00068

Cyp4a12b	1.00	2.00	0.00069
Fmo2	-0.88	0.54	0.00070
Tmem86b	0.75	1.68	0.00070
Fgl1	1.27	2.41	0.00071
Hspb1	-0.58	0.67	0.00073
Ttc39a	-0.70	0.62	0.00074
Gm22768	0.61	1.53	0.00074
Mup11/Mup10	0.84	1.79	0.00075
Spink1	-0.79	0.58	0.00075
Gm23168	1.33	2.52	0.00075
Sox4	-0.86	0.55	0.00078
Cyp2c54	2.14	4.41	0.00080
Tbc1d8	-0.63	0.64	0.00081
Pex11a	-0.91	0.53	0.00082
App	-0.71	0.61	0.00082
Gm11695	-1.27	0.42	0.00084
Smim8	0.64	1.56	0.00084
Plk3	-0.85	0.56	0.00085
Gm13773	0.66	1.58	0.00088
3110082I17Rik	0.79	1.73	0.00088
Tnfrsf12a	-0.80	0.58	0.00090
Olfr845	0.88	1.85	0.00091
Sparc	-0.59	0.67	0.00092
Tax1bp3	-0.55	0.68	0.00092
Cyp2c38	-1.09	0.47	0.00093
Abcb1a	-1.05	0.48	0.00093
Zfp960	0.80	1.75	0.00093
Abcd2	-1.14	0.45	0.00094
Sult1b1	0.87	1.83	0.00095
Gm26067	-0.80	0.57	0.00096
Tmem86a	-0.78	0.58	0.00096
Gm15754	0.66	1.58	0.00099
Olfr1487	-0.66	0.63	0.00100
Spon2	-0.71	0.61	0.00100
Slco1a4	-0.95	0.52	0.00100
Mmp12	-1.34	0.40	0.00101
Crat	-0.87	0.55	0.00103
Hist1h4c	0.81	1.76	0.00104
Vat1	-0.60	0.66	0.00106

Neb	0.71	1.64	0.00106
B3galt1	0.67	1.59	0.00109
n-R5s64	0.72	1.65	0.00109
Gm23326	0.74	1.67	0.00111
Platr16	0.99	1.99	0.00112
Itih3	0.77	1.71	0.00114
Cyp2d9	0.91	1.88	0.00114
Gsta4	-1.02	0.49	0.00115
Myo1c	-0.59	0.66	0.00118
Snora64/Rps2	0.82	1.76	0.00119
Lpin2	-0.91	0.53	0.00120
Piezo1	-0.63	0.65	0.00120
Mtmr11	-0.81	0.57	0.00120
Lifr	0.77	1.70	0.00120
Rcan1	-0.76	0.59	0.00121
Foxl1	0.68	1.61	0.00126
Gm24788	0.69	1.61	0.00126
Ppl	-0.59	0.66	0.00126
Gm24843	0.90	1.87	0.00127
Cidec	-2.33	0.20	0.00129
Cpt1b/Chkb/ChkbCpt1b	-0.86	0.55	0.00129
Gbp11	1.00	2.00	0.00130
Galk1	-0.59	0.67	0.00130
Anxa3	-0.63	0.64	0.00130
Flnb	-0.56	0.68	0.00136
Map4k4	-0.62	0.65	0.00136
Pak1	-0.62	0.65	0.00137
Mpv17l	0.62	1.54	0.00138
Gm25260	-0.89	0.54	0.00142
Irf2bp2	-0.62	0.65	0.00144
Ttc39c	0.85	1.80	0.00145
Lrtm1	1.09	2.12	0.00145
C1ql4	-0.96	0.51	0.00145
Gm23503	0.68	1.60	0.00145
Mmp14	-0.56	0.68	0.00146
Pik3ap1	-0.54	0.69	0.00146
Plin4	-1.12	0.46	0.00147
Got1	0.72	1.65	0.00148
Mgst3	-1.11	0.46	0.00150

Gm25008	1.00	2.00	0.00150
Hsd3b3	0.67	1.59	0.00151
Slc51b	-0.98	0.51	0.00151
Osmr	-0.53	0.69	0.00152
Prss8	-0.77	0.59	0.00153
Ephb2	-0.73	0.60	0.00153
Mfge8	-0.61	0.65	0.00156
Limk1	-0.68	0.63	0.00156
Oat	0.65	1.57	0.00159
Hsd17b2	0.60	1.51	0.00163
Sult1e1	2.05	4.14	0.00164
Sdcbp2	-0.63	0.65	0.00164
Tlr13	-0.67	0.63	0.00165
Nrep	0.74	1.67	0.00168
1810046K07Rik	1.10	2.15	0.00170
Arsa	-0.59	0.67	0.00171
Cers6	-0.99	0.50	0.00172
Trim30d	0.75	1.68	0.00173
Gm23099	-0.77	0.59	0.00177
Cyp4a12a	0.59	1.50	0.00178
Abcc4	-0.62	0.65	0.00180
Fam83c	0.62	1.53	0.00180
Ttc39aos1	-0.78	0.58	0.00182
Gm9992	-0.59	0.67	0.00184
Pea15a	-0.52	0.70	0.00184
St3gal5	-0.57	0.67	0.00189
Gm14296/2210418O10Rik	0.69	1.62	0.00190
Rhpn2	-0.71	0.61	0.00195
Slc12a4	-0.54	0.69	0.00197
Gm12676/LOC102637577	0.77	1.70	0.00197
Gm24762	-0.94	0.52	0.00201
Mup12	0.64	1.55	0.00203
Gga2	-0.56	0.68	0.00205
Prtn3	0.75	1.68	0.00206
n-R5s168	0.74	1.67	0.00207
n-R5s166	0.67	1.59	0.00207
Leprot	-0.67	0.63	0.00208
Cd14	-0.63	0.65	0.00209
Serpina1e	1.53	2.89	0.00210

Inca1	0.71	1.64	0.00211
Ly6d	-1.93	0.26	0.00212
Trajl18	-0.52	0.70	0.00213
Clcn6	-0.65	0.64	0.00214
Emp2	-0.59	0.66	0.00218
Pcdh17	-0.73	0.60	0.00218
Gstm1	-0.72	0.61	0.00220
Nrp1	0.72	1.64	0.00232
Snora44	1.51	2.85	0.00235
Ghrl	0.76	1.69	0.00235
Col6a3	-0.65	0.64	0.00239
Gm26608	0.97	1.96	0.00240
Sptan1	-0.58	0.67	0.00242
Cd93	-0.54	0.69	0.00252
Agxt	0.67	1.59	0.00260
BC089597	0.61	1.53	0.00262
Cd9	-1.04	0.49	0.00266
Gm14412	0.86	1.81	0.00266
Kctd12	-0.56	0.68	0.00267
Tead1	-0.58	0.67	0.00271
Tmc7	-0.70	0.61	0.00275
Slc16a7	-0.81	0.57	0.00276
Col3a1	-0.80	0.57	0.00276
Ubqln4	-0.55	0.68	0.00278
3110043O21Rik	-0.61	0.65	0.00279
Fam163b	0.71	1.63	0.00280
Tmem98	-0.52	0.70	0.00282
Nrg1	-1.16	0.45	0.00285
Gadd45b	-0.65	0.64	0.00285
Zgrf1	0.75	1.69	0.00285
Acot2	-2.51	0.18	0.00287
Gm23407	-0.61	0.66	0.00291
Gm6444	0.59	1.51	0.00292
Pdcd5	-0.53	0.69	0.00295
Gm14816	0.64	1.56	0.00298
Gm25401	0.66	1.57	0.00300
Slc22a26	-0.68	0.62	0.00301
E330011O21Rik	-0.62	0.65	0.00302
Gadd45g	-0.75	0.59	0.00304

Gm11467	0.62	1.53	0.00304
Gm23534	0.97	1.96	0.00304
Olfr370	0.71	1.64	0.00304
Mybl1	-1.13	0.46	0.00304
Cd3g	-0.76	0.59	0.00306
C1s1	0.61	1.53	0.00318
Pla2g6	-0.70	0.61	0.00322
n-R5s152	0.73	1.66	0.00322
Rps20	1.11	2.15	0.00322
Gm23136	0.71	1.64	0.00324
Lonrf3	-0.61	0.65	0.00325
Trav6-1	0.77	1.70	0.00329
Prss23os	-0.64	0.64	0.00335
Mgl1	-0.61	0.66	0.00339
Lyve1	-0.62	0.65	0.00339
Vldlr	-0.71	0.61	0.00340
Hk2	-0.64	0.64	0.00343
Nnt	-0.54	0.69	0.00343
C8b	0.93	1.91	0.00344
Gm13680	0.73	1.65	0.00346
Aadat	0.75	1.68	0.00348
Prrg4	-0.65	0.64	0.00349
Elovl7	-0.70	0.61	0.00351
Anxa7	-0.52	0.70	0.00352
Gm16063	0.67	1.59	0.00352
Cd63	-0.70	0.62	0.00353
Rps13-ps2/Rps13	0.93	1.91	0.00353
Map3k13	-0.52	0.70	0.00353
Btg2	-0.78	0.58	0.00355
H2-Q1	-0.87	0.55	0.00356
n-R5s85	0.99	1.99	0.00360
Osblp13	-1.19	0.44	0.00365
Ube2u	0.85	1.80	0.00365
Vim	-0.60	0.66	0.00368
Ccdc120	-0.55	0.69	0.00370
Igkv6-25	-2.31	0.20	0.00376
Trbv17	0.66	1.58	0.00377
Mir667	0.95	1.93	0.00378
Lrp4	-0.56	0.68	0.00379

Kidins220	-0.57	0.67	0.00381
Gm23730	0.88	1.84	0.00385
Cgref1	-0.83	0.56	0.00386
Mvp	-0.68	0.62	0.00388
Hspa1a/Hspa1b	-0.86	0.55	0.00389
Slc16a5	-0.74	0.60	0.00390
Lamc1	-0.52	0.70	0.00392
Haus8	-0.80	0.57	0.00393
Slc5a6	-0.56	0.68	0.00404
Olf1205	0.69	1.62	0.00412
Slc6a9	-0.55	0.68	0.00413
Gm16794	0.59	1.50	0.00431
Rhoj	-0.51	0.70	0.00443
Emp1	-0.70	0.62	0.00443
Gm23182	0.63	1.55	0.00444
Gpc6	-0.58	0.67	0.00444
Rhoc	-0.52	0.70	0.00449
Ehd2	-0.55	0.69	0.00456
Gm22155	1.08	2.11	0.00457
Srgap2	-0.53	0.69	0.00465
Rhox2-ps	0.64	1.56	0.00472
Susd4	1.52	2.88	0.00474
Wbp5	-0.57	0.67	0.00478
Dusp6	-0.61	0.66	0.00481
Stra6	0.68	1.60	0.00482
Acot4	-1.12	0.46	0.00488
Rmnd1	-0.56	0.68	0.00490
Vmn1r103	0.98	1.97	0.00492
Slc22a28	0.82	1.76	0.00494
Mafk	-0.59	0.67	0.00499
Rec114	0.60	1.52	0.00507
Tmem45b	-0.63	0.64	0.00508
Sult1d1	0.70	1.62	0.00508
Tm4sf4	-0.81	0.57	0.00508
Jun	-1.13	0.46	0.00509
Gm23422	0.71	1.64	0.00511
Muc1	-0.54	0.69	0.00511
Cyp2d41-ps	0.67	1.59	0.00515
3110045C21Rik	0.61	1.53	0.00526

Saa1	1.93	3.82	0.00526
Abhd2	-0.79	0.58	0.00527
Pgm1	-0.53	0.69	0.00532
Gm10447	0.62	1.54	0.00532
Gm17229/4930403O15Rik	0.63	1.54	0.00536
A630089N07Rik	0.63	1.55	0.00539
Eif2ak3	-0.55	0.68	0.00539
Gm6665	-0.73	0.60	0.00542
Pltp	-0.87	0.55	0.00546
Cygb	-0.56	0.68	0.00553
AB010352	0.86	1.82	0.00560
Vcam1	-0.59	0.66	0.00564
Plet1	-0.59	0.67	0.00565
Psd4	-0.53	0.69	0.00565
Rnf24	-0.56	0.68	0.00568
Fgf21	-0.91	0.53	0.00568
Mir466n	1.08	2.11	0.00570
Scd3	-0.60	0.66	0.00571
Hes1	-0.52	0.70	0.00576
Defb1	-0.77	0.59	0.00582
Gm4450	0.78	1.72	0.00584
Hist1h2ab	-0.80	0.57	0.00588
Gm22673	0.65	1.57	0.00589
Gm10718	1.01	2.01	0.00596
Lncbate1	0.78	1.72	0.00600
Klf6	-0.96	0.51	0.00604
Zwilch	-0.55	0.68	0.00606
Gm5292	0.59	1.50	0.00612
Colla2	-0.53	0.69	0.00613
Gm5327	0.72	1.65	0.00614
Morc4	-0.55	0.68	0.00617
Hist1h2bf	0.67	1.59	0.00617
Gnmt	0.70	1.62	0.00622
Dsg1a	0.87	1.83	0.00623
Efnb2	-0.54	0.69	0.00623
Kdsr	-0.57	0.68	0.00624
Idi1	0.59	1.50	0.00625
Olfr412	0.84	1.78	0.00627
Cyp1a2	0.61	1.52	0.00628

Lect1	0.61	1.53	0.00636
Gm23984	0.78	1.71	0.00636
Lbh	-0.52	0.70	0.00637
Rarres1	0.75	1.69	0.00650
Cd34	-0.56	0.68	0.00650
Gm6669	0.86	1.82	0.00654
Nr1i2	-0.53	0.69	0.00661
Snord99	0.79	1.73	0.00662
BC024386	0.59	1.50	0.00663
Grap	-0.56	0.68	0.00668
Mir297a-2	0.62	1.54	0.00672
Rpl5	0.99	1.99	0.00672
Mmp13	-0.84	0.56	0.00673
Col6a6	0.60	1.51	0.00674
Gja1	-0.52	0.70	0.00674
5830417I10Rik	0.68	1.60	0.00676
Cd4	0.78	1.72	0.00678
Agpat9	-0.78	0.58	0.00681
Msmo1	0.64	1.56	0.00684
Plin2	-0.63	0.65	0.00688
Bsn	0.59	1.50	0.00689
Lilrb4a	-0.58	0.67	0.00689
Mir1291/Snora34	0.72	1.64	0.00695
Mir34a	0.80	1.74	0.00696
Gm13556	0.73	1.66	0.00700
Gm3543	-0.62	0.65	0.00703
Lepr	-0.67	0.63	0.00711
Ets2	-0.52	0.70	0.00712
Epha7	-0.54	0.69	0.00713
Fzd8	0.63	1.55	0.00725
Mup-ps12	0.64	1.56	0.00734
Gm6900	0.87	1.83	0.00746
Havcr2	-0.66	0.63	0.00753
Dsp	-0.52	0.70	0.00759
Gm22681	-0.55	0.68	0.00761
Slc22a5	-0.53	0.69	0.00762
Snord70	1.09	2.12	0.00765
Gm23822	0.59	1.51	0.00774
Scnn1a	0.71	1.63	0.00784

Tbx20	-0.55	0.68	0.00790
Gm25039	0.93	1.90	0.00793
Serpine2	0.63	1.55	0.00815
Spp1	-0.61	0.66	0.00816
Gm10715	0.61	1.53	0.00817
Igfals	0.59	1.50	0.00821
Ermp1	-0.64	0.64	0.00825
Ccl9	-0.52	0.70	0.00826
Snord68/Rpl13	1.28	2.42	0.00830
Gm6139	0.74	1.67	0.00834
Rgs4	-0.54	0.69	0.00835
Gm8363	0.64	1.56	0.00836
Htati2	-0.59	0.66	0.00838
Anxa5	-0.77	0.59	0.00839
Otd1	-0.66	0.63	0.00846
H2-M2	-0.65	0.64	0.00853
08-Mar	-0.57	0.68	0.00880
Comtd1	-0.75	0.59	0.00889
Chrb1	-0.72	0.61	0.00890
Tkt/Mir3076	-0.53	0.69	0.00893
Ksr1	-0.52	0.70	0.00893
Klk1b4	-0.76	0.59	0.00893
Fam83a	-0.90	0.53	0.00894
Wfdc21	0.70	1.62	0.00908
Cbr3	-0.92	0.53	0.00910
Igkv4-56	0.63	1.55	0.00925
Egfr	1.05	2.07	0.00942
Sdf2l1	0.71	1.64	0.00949
Nek2	-0.53	0.69	0.00949
Grm4	0.60	1.51	0.00950
Cln6	-0.61	0.65	0.00954
Gsta1/Gm3776	-1.61	0.33	0.00958
Enc1	-0.74	0.60	0.00959
Slc22a27	-1.89	0.27	0.00962
Gm24276	0.89	1.85	0.00962
Epb41l1	-0.52	0.70	0.00971
Hsd17b6	-1.33	0.40	0.00984
Gm15622	0.63	1.55	0.00985
Gm4987	0.82	1.76	0.00994

Dhrs9	-0.55	0.68	0.01001
Casc4	-0.58	0.67	0.01002
Fam25c	0.75	1.68	0.01003
Plekha1	-0.58	0.67	0.01004
A130010J15Rik	-0.64	0.64	0.01012
Top2a	-0.56	0.68	0.01015
n-R5s127	1.03	2.05	0.01018
Pyroxd2	-0.56	0.68	0.01022
Hspa2	-0.53	0.69	0.01023
Gm22127	0.70	1.63	0.01030
Gm25606	0.63	1.55	0.01032
Jund	-0.62	0.65	0.01047
Lipg	-0.62	0.65	0.01051
Igfbp1	-1.19	0.44	0.01056
9130401M01Rik	-0.52	0.70	0.01060
Plekhhb2	-0.53	0.69	0.01061
Hist1h4d	0.92	1.89	0.01064
Ccdc138	0.61	1.52	0.01065
Sorbs3	0.60	1.51	0.01069
Gm23587	0.62	1.54	0.01072
Nt5e	-0.75	0.60	0.01082
Gm23264	0.60	1.52	0.01087
4930405O22Rik	-0.55	0.68	0.01089
Gm25776	-0.98	0.51	0.01107
Gm26489	1.03	2.05	0.01116
B4galt5	-0.69	0.62	0.01118
Pdgfra	-0.58	0.67	0.01120
Cmtm4	-0.58	0.67	0.01126
Gpx6	1.05	2.08	0.01128
Olfr373	0.76	1.69	0.01132
Gm26491	-0.92	0.53	0.01135
Orm2	1.18	2.27	0.01139
Gm15723	0.65	1.57	0.01145
Adgrg2	-0.88	0.54	0.01157
LOC102642071	0.64	1.56	0.01163
Gsta1/Gm3776	-0.86	0.55	0.01169
Tmem184c	0.62	1.54	0.01171
Ccnd1	-0.72	0.61	0.01172
Nt5c2	-0.56	0.68	0.01176

Rps8/Snord38a	0.74	1.68	0.01176
Krt23	-1.00	0.50	0.01177
D17H6S56E-5	-0.53	0.69	0.01181
Gm25514	0.61	1.52	0.01183
Gm5523	0.62	1.53	0.01190
Gm22368/Gm8814	0.71	1.64	0.01198
Aox1	-0.77	0.59	0.01199
Gm23008	0.72	1.65	0.01203
Serpinb6b	-0.57	0.68	0.01208
Gm24253	0.99	1.98	0.01210
Gm14601/Gm15482	0.68	1.60	0.01213
Frzb	-0.53	0.69	0.01233
Gm16277	0.61	1.53	0.01246
Gm24588	0.67	1.60	0.01249
Ugcg	-0.55	0.68	0.01269
Anxa1	-0.60	0.66	0.01272
Vmn2r41	0.83	1.77	0.01289
Igfbp5	-0.86	0.55	0.01297
Cadm4	0.63	1.55	0.01298
Gm26905	0.63	1.54	0.01315
Olftr765	0.87	1.83	0.01318
Gm4224	0.87	1.82	0.01318
Gm24780	1.01	2.01	0.01325
Crybb3	0.61	1.53	0.01326
Cyp2c37	1.24	2.37	0.01330
Arhgap11a	-0.70	0.61	0.01332
Lrp2bp	-0.57	0.67	0.01359
Sbds	-0.53	0.69	0.01360
Slc16a1	-0.63	0.65	0.01372
Serpine1	-0.74	0.60	0.01374
Tmc5	0.64	1.55	0.01378
Gimap5	-0.52	0.70	0.01379
Saa2	2.04	4.12	0.01380
Fkbp14/Gm38818	-0.62	0.65	0.01389
Slc16a13	-0.63	0.65	0.01394
Gm23546	1.00	2.00	0.01404
Trav9-2	0.70	1.63	0.01408
Unc119b	-0.57	0.68	0.01423
Cyp17a1	-0.54	0.69	0.01438

LOC102641711	0.72	1.65	0.01460
Mir328	0.59	1.50	0.01469
Rgs5	-0.52	0.70	0.01475
Gm5093	0.66	1.58	0.01477
Snord1c	0.91	1.88	0.01485
Mageh1	-0.58	0.67	0.01485
Gm8203	0.60	1.51	0.01487
Gm10268	0.70	1.62	0.01506
Gm14405	0.75	1.69	0.01515
Aqp4	-0.57	0.68	0.01517
Gm10639	-0.94	0.52	0.01518
Snord83b	0.80	1.74	0.01540
Trappc6a	-0.56	0.68	0.01542
Ms4a4a	-0.60	0.66	0.01545
S100a6	-0.54	0.69	0.01550
1700080G11Rik	0.71	1.63	0.01561
Lrg1	0.69	1.61	0.01561
Gclc	-0.54	0.69	0.01568
Gm19619	-0.73	0.60	0.01569
Gm17361	0.72	1.65	0.01572
Ifit1bl1	-0.82	0.57	0.01572
Rnf11	-0.57	0.68	0.01588
Gm20536	-0.55	0.68	0.01600
Plk2	-0.69	0.62	0.01602
Gm24262	1.19	2.29	0.01603
Krt8	-0.58	0.67	0.01604
Gm10717/Gm10715/Gm17535	0.67	1.59	0.01613
Lpl	-0.64	0.64	0.01618
Topbp1	-0.53	0.69	0.01624
Mir1948	1.01	2.01	0.01638
Gm13962	-0.61	0.65	0.01644
Tmem43	-0.71	0.61	0.01645
Mir669j	-0.59	0.67	0.01646
Mme	-0.83	0.56	0.01647
Cryl1	-0.72	0.61	0.01651
Rpl21-ps7	0.87	1.83	0.01663
mt-Tr	1.00	2.01	0.01664
Tmem159	-0.53	0.69	0.01665
Mknk2	-0.54	0.69	0.01665

Aldh3a2	-0.68	0.62	0.01672
Srxn1	-0.63	0.65	0.01676
Slco1a1	1.09	2.13	0.01679
Idh2	-0.60	0.66	0.01682
1810022K09Rik	-0.82	0.57	0.01687
Gm22685	1.25	2.38	0.01694
Otud7b	-0.63	0.65	0.01698
mt-Ts1	0.86	1.81	0.01705
Rhox2g	0.71	1.63	0.01712
Olfir205	-0.71	0.61	0.01727
Grpel2	-0.59	0.66	0.01734
Ighv5-6/Igh-V7183	0.72	1.65	0.01734
Prodh	0.66	1.58	0.01740
Mc1r	0.61	1.52	0.01807
Ighv1-7	-0.78	0.58	0.01816
Napepld	-0.56	0.68	0.01855
Fitm2	-0.58	0.67	0.01858
Mt1	-0.54	0.69	0.01878
Mir297a-4	0.88	1.84	0.01910
Abcc3	-0.52	0.70	0.01921
Cyp2c55	-0.66	0.63	0.01931
Car1	0.80	1.74	0.01944
Gm22260	0.61	1.53	0.01945
Entpd5	-0.59	0.66	0.01952
Postn	-0.67	0.63	0.01953
Cyp4a14	-1.75	0.30	0.01981
Mir5123	-0.81	0.57	0.01983
Rpl15-ps2	0.83	1.77	0.01987
Snord118	0.63	1.55	0.02028
Gm22723	0.72	1.65	0.02052
Tubb2a	-1.22	0.43	0.02068
Snora61	0.70	1.62	0.02089
1700019M22Rik	0.84	1.79	0.02103
Cpxm1	-0.61	0.65	0.02116
Cyp8b1	0.69	1.62	0.02117
C330024D21Rik	-0.55	0.69	0.02122
C7	-0.58	0.67	0.02138
Gm11168	0.64	1.56	0.02156
Gm25713	-0.58	0.67	0.02164

Sccpdh	-0.62	0.65	0.02180
Cd36	-0.84	0.56	0.02184
Gm24054	1.24	2.36	0.02189
Camk2a	0.81	1.76	0.02198
Gm14399	0.68	1.60	0.02204
Gm22866	1.01	2.01	0.02211
Ubd	-0.68	0.62	0.02218
Gm7789	0.70	1.62	0.02246
Klra14-ps	-0.91	0.53	0.02249
Rdh16	-0.67	0.63	0.02266
Cidea	-1.79	0.29	0.02284
Ly6g	-0.62	0.65	0.02290
Gm24949	0.78	1.72	0.02291
Gm6897	0.66	1.58	0.02293
Gm23927	0.87	1.83	0.02302
Acpp	0.83	1.78	0.02315
Mir151	-0.56	0.68	0.02327
Cyp3a11	-0.67	0.63	0.02345
Gm25521	-0.58	0.67	0.02356
Tmem81	-0.57	0.68	0.02360
Acaca	-0.65	0.64	0.02369
Gm24014	0.61	1.53	0.02384
Rpl32/Snora7a	0.66	1.58	0.02385
Purg	-0.54	0.69	0.02386
Rap1gap	-0.52	0.70	0.02432
Gm10719	0.67	1.59	0.02486
AI839979	-0.59	0.67	0.02490
Acta2	-0.64	0.64	0.02498
Clec7a	-0.56	0.68	0.02506
Gm21797	-0.63	0.64	0.02507
Akr1c18	-0.65	0.64	0.02522
Rnase2a	0.82	1.77	0.02526
Ect2	-0.56	0.68	0.02537
Sgol2a	-0.54	0.69	0.02545
Moxd1	2.92	7.58	0.02549
Slc17a4	-0.59	0.66	0.02586
Tff3	0.82	1.76	0.02590
Lum	-0.53	0.69	0.02596
Me1	-0.66	0.63	0.02638

Ces4a	0.95	1.93	0.02646
Mir466b-8/Mir466e	1.17	2.25	0.02649
Mir466b-8/Mir466e	1.17	2.25	0.02649
Vnn1	-0.82	0.57	0.02657
Snord47	0.67	1.59	0.02667
Krtap31-1	-0.53	0.69	0.02704
Olfr472	0.61	1.53	0.02724
Traj22	-0.52	0.70	0.02726
Il1b	-0.82	0.56	0.02740
n-R5s71	0.62	1.54	0.02787
Extl1	0.61	1.52	0.02849
1700113A16Rik	0.64	1.56	0.02849
Gm14406	-0.54	0.69	0.02864
Gm14403	0.89	1.85	0.02887
Gm14442	0.69	1.61	0.02912
Snord65	0.66	1.57	0.02924
Gm10719/Gm10721/Gm10718	0.70	1.62	0.02950
Nqo1	-0.71	0.61	0.02954
n-R5s80	0.64	1.56	0.02955
Olfr437	0.59	1.50	0.02958
Cxadr	-0.60	0.66	0.02969
Gm14405	0.72	1.65	0.02985
Gm20461	-0.64	0.64	0.03005
Gm15318/LOC102631757	0.89	1.85	0.03012
Gm24727	0.83	1.78	0.03021
Igkv8-30	0.97	1.96	0.03049
Rgs16	-0.54	0.69	0.03055
Gm23747	-0.68	0.62	0.03071
Gm13657	-0.70	0.61	0.03093
Sqstm1	-0.52	0.70	0.03155
Snord1b	1.24	2.35	0.03165
Ephx1	-0.56	0.68	0.03297
Gm23598	0.94	1.92	0.03314
Gm24897	0.63	1.55	0.03336
Snord13	0.62	1.54	0.03354
Npr2	0.64	1.56	0.03373
Vmn2r60	-0.58	0.67	0.03486
Scara5	0.65	1.57	0.03494
Gm24128	-1.20	0.43	0.03519

Gm25770	0.60	1.52	0.03641
Gm11963	0.67	1.59	0.03672
Robo1	-0.54	0.69	0.03709
Fermt1	-0.53	0.69	0.03757
S100a10	-0.62	0.65	0.03846
Gm10717	0.81	1.76	0.03883
Snord34/Rpl13a	0.90	1.86	0.04017
Gm22300	0.66	1.58	0.04025
Gm6929	0.61	1.53	0.04038
Igkv6-29	0.70	1.62	0.04059
Slc13a3	0.62	1.54	0.04074
Serpina4-ps1	1.04	2.05	0.04086
Shcbp1	-0.63	0.64	0.04112
Gna14	0.85	1.80	0.04112
Ncl/Snora75	0.91	1.88	0.04152
Gpr137b	-0.52	0.70	0.04237
Mtch2	-0.52	0.70	0.04294
Igkv6-17	-1.53	0.35	0.04299
Ighv5-4/Igh-VJ558	-0.74	0.60	0.04300
Trav9-4	0.66	1.58	0.04327
Olfr368	0.62	1.54	0.04366
Gm24519	0.87	1.82	0.04420
Arhgap19	-0.54	0.69	0.04460
Gm7809/LOC102633627	-0.61	0.66	0.04522
Gm7075	1.08	2.11	0.04525
Olfr1348	0.63	1.55	0.04535
Gm23723	-0.53	0.69	0.04542
Hibadh	0.64	1.56	0.04550
Olfr1388	-0.59	0.66	0.04606
Vmn1r157	-0.67	0.63	0.04610
Gm24984	-0.77	0.59	0.04619
Gm16299	0.62	1.54	0.04636
C4a	0.92	1.89	0.04648
Gm24861	-0.82	0.57	0.04664
Gm24869	0.72	1.65	0.04686
Gm26423	-0.63	0.65	0.04698
Bst2	-0.70	0.61	0.04698
Gm24112	-0.67	0.63	0.04704
Gm24405	0.67	1.59	0.04721

Mir3092	-0.52	0.70	0.04800
3000002C10Rik	0.59	1.50	0.04801
Mki67	-0.57	0.68	0.04825
Egr1	-0.74	0.60	0.04859
Sik1	-0.52	0.70	0.04860
Gm24494	0.82	1.77	0.04882
Olfr912	0.67	1.59	0.04916
A4gnt	-0.67	0.63	0.04969
Pgrmc2	-0.61	0.66	0.04970

Table S6. Lipid metabolism is inhibited in shRNA-ACOT1 mice, as identified by microarray analysis. In IPA, a z-score $\leq$ -2 corresponds to a highly inhibited process (shown in bold).

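Genes of sphingolipid metabolism, one of the processes of Table S6, fell in part in shRNA-ACOT1 livers. Of 34 measured genes of sphingolipid synthesis and turnover, 5 fell and 29 did not pass the thresholds. The ceramide synthase Cers6 (log2 change -0.98, standard error 0.23), the ganglioside synthase St3gal5 (-0.57, standard error 0.14) and the galactosyltransferase B4galt5 (-0.69, standard error 0.22) were among them. Of 26 genes of glycerophospholipid synthesis none passed, with a median log2 change of -0.18, and the cardiolipin synthase Crls1 had -0.42 (standard error 0.15). Adjusted over the list alone, 2 sphingolipid genes and no glycerophospholipid gene were lower at an adjusted p under 0.05 from limma. Camera gave adjusted p = 0.214 with an estimated correlation for the sphingolipid and adjusted p = 0.179 for the glycerophospholipid genes. With a preset correlation camera gave adjusted p = 0.00313 and 0.0041, and fry gave adjusted p = 0.0949 and 0.0347. Without shRNA-ACOT1 mouse 1 or 2, 3 sphingolipid genes fell, and without scramble mouse 6, 2 did; St3gal5 did not pass without scramble mouse 6 (-0.48) nor B4galt5 without shRNA-ACOT1 mouse 1 (-0.43). Without shRNA-ACOT1 mouse 5, 1 glycerophospholipid gene fell, as with mice 5 and 6 both left out. B4galt5 did not pass the Student's test, with which 3 sphingolipid genes fell.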

**Diseases or Functions Annotation**	**p-value**	**Z-score**
Synthesis of lipid	**1.08E-12**	**-3.05**
Fatty acid metabolism	**9.05E-20**	**-2.75**
Metabolism of sphingolipid	**1.84E-05**	**-2.49**
Synthesis of sphingolipid	**3.70E-06**	**-2.46**
Proliferation of hepatic stellate cells	**6.38E-03**	**-2.00**
Clearance of lipid	2.53E-05	-1.98
Activation of hepatic stellate cells	5.07E-02	-1.98
Concentration of choline-phospholipid	1.05E-06	-1.96
Synthesis of fatty acid	1.95E-06	-1.91

Table S7. Networks corresponding to DEGs between shRNA-ACOT1 mice and controls. Networks related to lipid metabolism are shown in Bold.

	**Top Diseases and Functions**	**Score**	**Focus Molecules**
**1**	**Lipid Metabolism, Small Molecule Biochemistry, Cell-To-Cell Signaling and Interaction**	**51**	**30**
2	Auditory Disease, Cellular Movement, Embryonic Development	36	24
**3**	**Lipid Metabolism, Small Molecule Biochemistry, Vitamin and Mineral Metabolism**	**34**	**23**
4	Connective Tissue Disorders, Developmental Disorder, Hereditary Disorder	30	21
5	Developmental Disorder, Hereditary Disorder, Immunological Disease	30	21
6	Cardiovascular System Development and Function, Cell Morphology, Cellular Development	28	20
7	Hematological Disease, Immunological Disease, Cancer	28	20
8	Energy Production, Lipid Metabolism, Small Molecule Biochemistry	26	19
9	Endocrine System Development and Function, Lipid Metabolism, Small Molecule Biochemistry	26	19
**10**	**Carbohydrate Metabolism, Lipid Metabolism, Molecular Transport**	**24**	**18**
11	Drug Metabolism, Glutathione Depletion in Liver, Molecular Transport	24	18
12	Cellular Development, Connective Tissue Development and Function, Tissue Development	22	17
**13**	**Lipid Metabolism, Small Molecule Biochemistry, Embryonic Development**	**22**	**17**
**14**	**Lipid Metabolism, Small Molecule Biochemistry, Nucleic Acid Metabolism**	**20**	**16**
15	Organismal Injury and Abnormalities, Renal Damage, Renal Tubule Injury	20	16
16	Post-Translational Modification, Protein Degradation, Protein Synthesis	20	16
17	Cell-mediated Immune Response, Cellular Development, Cellular Function and Maintenance	20	16
18	Developmental Disorder, Hereditary Disorder, Ophthalmic Disease	20	16
19	Humoral Immune Response, Protein Synthesis, Dermatological Diseases and Conditions	19	15
**20**	**Lipid Metabolism, Small Molecule Biochemistry, Cell Morphology**	**19**	**15**
21	Skeletal and Muscular System Development and Function, Cardiovascular Disease, Organismal Injury and Abnormalities	17	14
22	Dermatological Diseases and Conditions, Developmental Disorder, Hereditary Disorder	17	14
23	Cell Morphology, Connective Tissue Disorders, Dermatological Diseases and Conditions	17	14
**24**	**Lipid Metabolism, Molecular Transport, Small Molecule Biochemistry**	**15**	**13**
25	Carbohydrate Metabolism, Cancer, Organismal Injury and Abnormalities	14	12

Table S8: Differentially abundant lipids between ACOT1 overexpressing mice and ACOT1 shRNA mice.

n= number of lipids.

Lipid	Name	ACOT1<br>vector<br>UP (n)	shRNA-<br>ACOT1<br>UP (n)	ACOT1<br>vector<br>DOWN (n)	shRNA-<br>ACOT1<br>DOWN (n)
**Glycerophospholipids**					
Fatty Acid	Fatty Acid	0	3	5	1
CL	Cardiolipin	7	10	3	0
DMPE	Dimethyl-<br>phosphatidyl<br>ethanolamin<br>e	7	1	1	3
LPE	Lyso-<br>phosphatidyl<br>ethanolamin<br>e	3	0	0	0
LPI	Lyso-<br>phosphatidyl<br>inositol	0	1	1	0
LPIP	Lyso-PI<br>Triphosphate	0	1	0	0
LPIP3	Lyso-PI<br>Triphosphate	0	1	0	1
LPS	Lyso-<br>phosphatidyl<br>serine	1	0	0	0
MMPE	Monomethyl<br>-<br>phosphatidyl<br>ethanolamin<br>e	5	0	0	0
NAPE	N-Acyl-<br>phosphatidyl<br>ethanolamin<br>e	1	1	4	6
PA	Phosphatidic<br>Acid	1	3	0	0
PC	Phosphatidyl<br>choline	3	0	0	4
PE	Phosphatidyl<br>ethanolamin<br>e	3	0	1	4
PG	Phosphatidyl<br>glycerol	2	1	0	0
PI	Phosphatidyl<br>inositol	1	1	0	0

PIP2	PI<br>Diphosphate	0	1	0	0
PIP3	PI<br>Triphosphate	0	1	0	0
PS	Phosphatidyl<br>serine	1	2	3	5
**Sterol Lipids**					
CE	Cholesteryl<br>Ester	1	1	0	0
**Glycerolipids**					
Fatty Acid	Fatty Acid	0	6	6	0
MADAG	Monoalkyl<br>DAG	0	1	1	0
TAG	Tricylglyceri<br>de	0	1	1	0
**Sphingolipids**					
CerP	Ceramide<br>phosphate	0	0	2	0
GD2	Disialogangl<br>ioside	0	3	0	0
GM1	Monosialotet<br>rahexosylgan<br>glioside	0	2	0	0
IPC	Inositol<br>phosphorylc<br>eramide	1	1	0	0
SM	Sphingomyel<br>in	1	0	0	0

Supplemental Figures

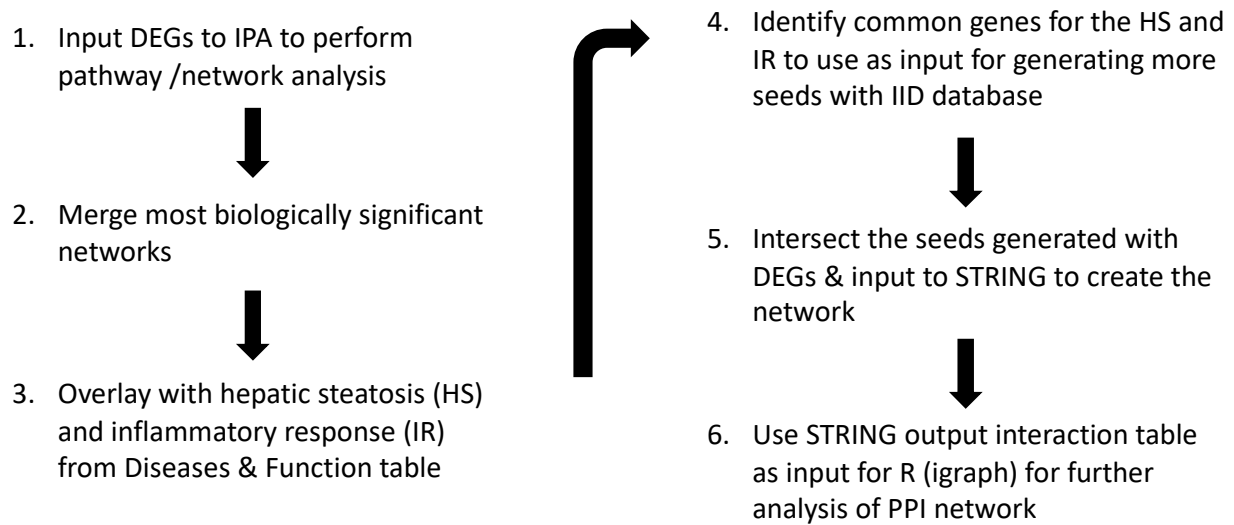

Figure S1. Workflow for analysis of network evolution from steatosis to MASH. (DEGs = Differentially Expressed Genes).

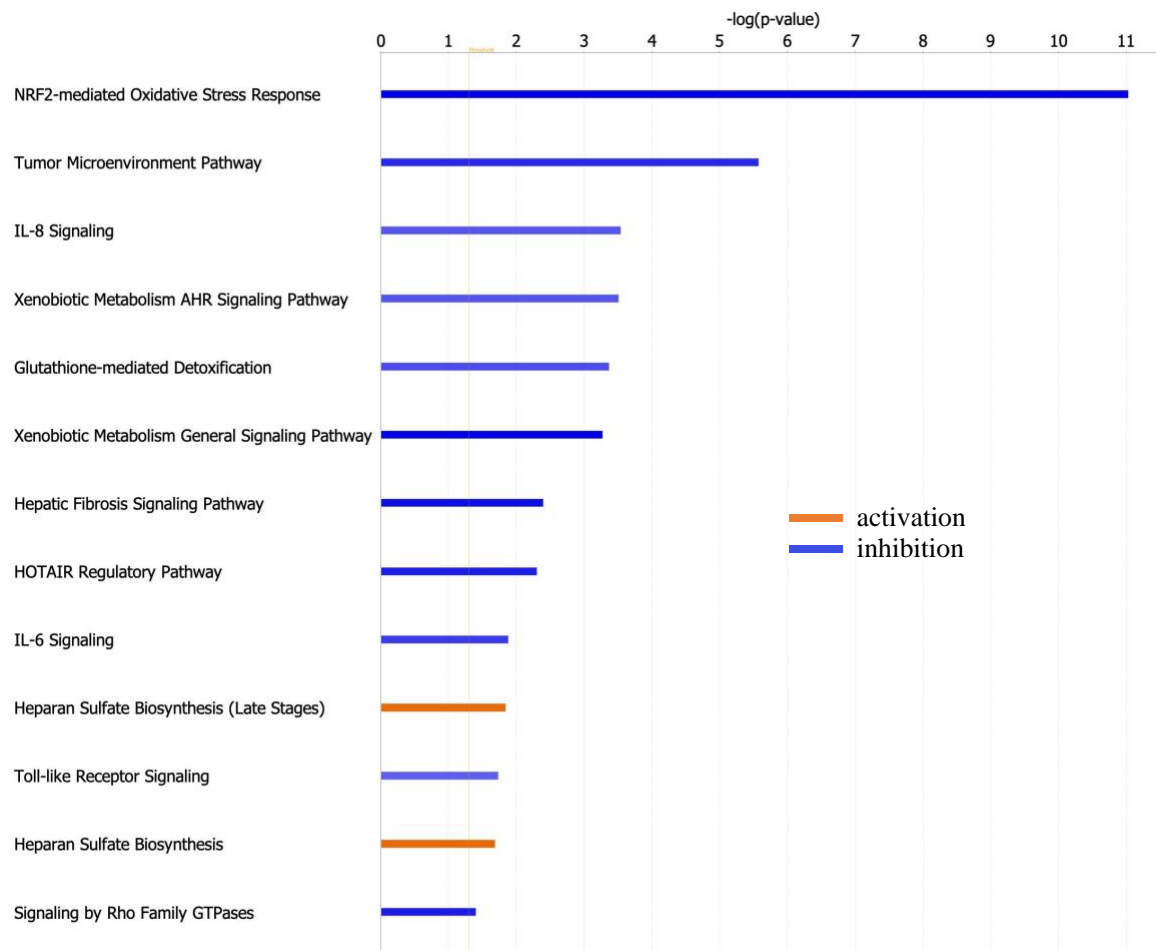

© 2000–2021 QIAGEN. All rights reserved.

Figure S2. Canonical pathways significantly dysregulated as identified by IPA from shRNA-ACOT1 mice (n=3) vs control group (n=3) comparison.

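Targets of NRF2, the regulator of the oxidative stress response, fell in part in shRNA-ACOT1 mice. Of 32 measured targets, 13 fell and 19 did not pass the thresholds. Besides Cbr1 and Gstm3, the glutathione transferases Gsta4 (log2 change -1.02, standard error 0.22) and Mgst3 (-1.10, standard error 0.25) fell, and of 21 genes of glutathione conjugation 4 fell, including Gstm1 (-0.72, standard error 0.17). Of the NRF2 targets, 13 stand in another list as well. The mean change of the NRF2 targets from the scramble mean was -0.68 in shRNA-ACOT1 mouse 1, -0.67 in mouse 2 and -0.22 in mouse 5. Of 27 genes of Toll-like receptor signaling 2 fell, Tlr13 (-0.67, standard error 0.15) and the lipopolysaccharide co-receptor Cd14 (-0.62, standard error 0.15), and of 30 chemokines, cytokines and adhesion genes 5 fell, including the chemokine Cxcl16 (-0.62, standard error 0.12) and the complement receptor C3ar1 (-0.63, standard error 0.12). Of 23 xenobiotic cytochromes and nuclear receptors, 4 rose, including Cyp2c50 (1.41, standard error 0.19), and 4 fell, including Cyp2c38 (-1.09, standard error 0.23). Of 24 genes of heparan sulfate synthesis 1 rose, Extl1 (0.61, standard error 0.24), and the list median was 0.0057 (mean -0.00014). Adjusted over the list alone, 9 NRF2 targets, 5 glutathione, 2 Toll-like receptor, 2 chemokine and 2 xenobiotic genes were lower and 5 xenobiotic genes higher at an adjusted p under 0.05 from limma. With an estimated correlation camera gave adjusted p = 0.214 for the NRF2 targets and the chemokine list, adjusted p = 0.364 for glutathione conjugation and the xenobiotic genes, adjusted p = 0.38 for Toll-like receptor signaling and adjusted p = 0.922 for heparan sulfate synthesis. Without shRNA-ACOT1 mouse 2, 7 NRF2 targets, 3 chemokine genes and 2 xenobiotic genes fell, without shRNA-ACOT1 mouse 5, 5 Toll-like receptor genes fell and 1 rose, and without scramble mouse 8, 4 fell. Without shRNA-ACOT1 mouse 1, 2 xenobiotic genes rose and 1 fell, without scramble mouse 6, 1 fell, Cd14 did not pass without scramble mouse 9 (-0.51), and Extl1 not without shRNA-ACOT1 mouse 1 (0.47), mouse 2 (0.59) or scramble mouse 6 (0.36). With the arrays centred (0.57), with array weights (0.56), with the Student's test or with mice 5 and 6 both left out (0.52) Extl1 did not pass and 0 genes of heparan sulfate synthesis rose. With the Student's test 6 NRF2 targets and 2 xenobiotic genes fell. With the arrays centred or mice 5 and 6 both left out 4 Toll-like receptor genes did. In camera with a preset correlation, the NRF2, glutathione and chemokine lists were at an adjusted p under 0.05. The Toll-like receptor, xenobiotic and heparan sulfate lists were not, and with fry none of these lists was.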

How the deposited data were processed for this re-analysis (not part of the article)

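Liver RNA of 3 mice given the ACOT1 shRNA adenovirus and 3 given the scramble adenovirus was measured on Affymetrix Mouse Gene 2.0 ST arrays, 1 array per mouse. The samples were grouped by their labels and the paper's methods, which both name these 2 vectors, although one protocol among the labels describes the overexpression vectors. The authors processed the arrays with RMA in the oligo package and deposited log2 values, background-corrected and normalized to a common distribution, so a shift shared by most genes would not show. The paper's methods and the submitters' processing notes name limma for the comparison, and its version, the row filter and the genome build are not given in the sources used here.

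All 31873 rows were used, and 0 value columns were left without a sample. Gene symbols came from the platform annotation. Of the rows with 1 symbol, 22923 matched a gene of the GRCm38.p6 annotation by its identifier, and the symbol differed in 0 of them. Rows with several symbols were counted but not named. In the lists, a gene with several rows was represented by the row with the highest mean over the 6 arrays, which gave 22087 genes. Of these, 810 had several rows, and 0 had rows past the thresholds in both directions.

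Differences are shRNA-ACOT1 minus scramble, from lmFit and eBayes of limma 3.58.1 in R 4.3.3 without trend or robust options. Calls used the study's thresholds, an unadjusted p under 0.05 and a fold change of at least 1.5 or at most 0.7. The Benjamini-Hochberg adjustment was over the 24858 rows with a gene symbol, and separately over each list alone. The lists were written after Table S5(B) of these same arrays had been read, so adjusted p over a list alone may be too small. The 45 of 48 lists with at least 5 measured genes were tested with camera, with an estimated correlation, and adjusted over the lists. A preset correlation of 0.01 and fry were alternatives, and fry tests whether the genes of a list move one way without comparing them with other genes. Named genes followed a rule. They were every measured Acot gene, the 22 genes the study names for this experiment (whose values in Table S5(B) had been seen), the 10 largest rises and 10 largest falls among rows with 1 symbol past the thresholds whose groups did not overlap, leaving out predicted genes, small RNAs, olfactory and vomeronasal receptors and receptor segments, and from each list up to 4 members past the thresholds with the smallest p, or up to 2 where none passed. Of 157 named genes, 134 passed.

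The fit was tested on simulated data for this comparison, with 22087 genes. Of 100 genes changed by 0.8 on the log2 scale, 91% passed the study's thresholds and 36% an adjusted p under 0.05. Of 100 genes changed by 1.5, 100% and 93% did. Among the unchanged genes, 209 passed the study's thresholds and 3 the adjusted p. The variances of the simulation were drawn from limma's fitted prior, and its genes were drawn independently of each other. Genes of the real arrays are correlated (0.503 as estimated within the cholesterol synthesis list), so these shares and counts may differ there.

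The alternatives were all rows, rows with 1 symbol, rows above the table's median, arrays centred on their medians, arrays quantile normalized again, trend and robust settings (trend alone in camera, which has no robust option), array weights, Student's test, a symmetric 1.5-fold threshold, the mean of a gene's rows, and each mouse left out in turn. Leaving out shRNA-ACOT1 mouse 5 and scramble mouse 6 together, and the PPAR-alpha targets without the Acot genes, were added after seeing the data. The result of a further gene list is not reported here. The overexpression arrays, the lipidomics and the human samples were not analysed here.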

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

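The gene lists here concern themes that the paper does not discuss for the silenced livers, though Figure 4 draws Ccnd1, Shcbp1, Mki67, Klf6 and heat shock proteins. They are those of 23 such lists with at least 5 members past the study's thresholds in the list's direction and an adjusted p under 0.05 from camera with a preset correlation, a choice framed after the list results had been seen, and none passes with an estimated correlation. The test of hepatocyte RNA was chosen after the result was seen, and the test of sex was not.

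Of 26 male-biased liver genes, 14 rose, among them Hsd3b5, Selenbp2 and Mup21 (log2 change 1.30, standard error 0.23), with adjusted p = 0.179 with an estimated correlation. Of 25 female-biased liver genes, 7 fell, among them Acot3 and the monooxygenase Fmo2 (-0.88, standard error 0.18), with adjusted p = 0.273 with an estimated correlation, and 13 fell without shRNA-ACOT1 mouse 5 or with mice 5 and 6 both left out, and 4 with the Student's test. The mean change from the scramble mean was 1.36, 0.99 and 0.32 in shRNA-ACOT1 mice 1, 2 and 5 for the male-biased genes and -0.91, -0.67 and -0.028 for the female-biased genes. Mice of different sex in the groups are argued against by Xist, the transcript of the inactive X chromosome. Xist differed by 0.386 on the log2 scale (standard error 0.123) where more than 2 was predicted. For a larger share of hepatocyte RNA, the median of the male-biased genes lay 0.632 above that of the hepatocyte genes (SD of the latter 0.126). The hepatocyte genes have a median level of 12.7, near the arrays' highest values of 13.41 to 13.55, where a rise may be compressed. A larger share of hepatocyte RNA is thus not decided by this comparison. Both groups were given an adenoviral vector at the same dose, so an effect common to both vectors would be shared by them. The vectors differ in their shRNA, and an effect particular to 1 of them was not tested. Other causes of the change in sex-biased genes were not tested.

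With values adjusted over the list alone, 15 male-biased and 2 acute-phase genes were higher and 4 female-biased, 9 lipid-associated macrophage, 6 annexin and S100 and 11 immediate-early genes lower at an adjusted p under 0.05 from limma, and none of the cell cycle genes or small nucleolar RNAs. Of 11 markers of lipid-associated macrophages, 6 fell, among them Gpnmb (-1.24, standard error 0.22), with adjusted p = 0.179 with an estimated correlation. Of 14 annexins and S100 proteins, 6 fell, among them Anxa2 (-1.36, standard error 0.20), with adjusted p = 0.179 with an estimated correlation, and without shRNA-ACOT1 mouse 2, 3 fell. Of 25 immediate-early and stress response genes, 9 fell, among them Btg2 (-0.77, standard error 0.20), with adjusted p = 0.214 with an estimated correlation. Of 30 cell cycle genes, 6 fell, among them Top2a (-0.55, standard error 0.18), with adjusted p = 0.273 with an estimated correlation; without shRNA-ACOT1 mouse 2, 1 fell (Top2a at -0.41 did not pass), and without scramble mouse 6 (Top2a -0.46, not past) or 8, 3 did. Of 27 acute-phase proteins, 5 rose, among them Fgl1 (1.28, standard error 0.25), with adjusted p = 0.273 from camera with an estimated correlation. Without shRNA-ACOT1 mouse 1, 3 rose, and without mouse 2, 2 did. The mean change of the acute-phase proteins from the scramble mean was 0.478, 0.481 and 0.078 in shRNA-ACOT1 mice 1, 2 and 5. Of 78 small nucleolar and small Cajal body RNAs, 13 rose, among them Snora44 (1.52, standard error 0.36), with adjusted p = 0.273 from camera with an estimated correlation. Without shRNA-ACOT1 mouse 1, 22 rose, without mouse 2, 5 did, and without scramble mouse 8, 6 did. The mean change of these RNAs was 0.087, 0.494 and 0.39 in shRNA-ACOT1 mice 1, 2 and 5. It was 0.221 in scramble mouse 6, so the groups overlap. With the Student's test 2 annexin and S100 genes and 3 cell cycle genes fell, and 2 acute-phase genes and 2 small nucleolar RNAs rose.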

How the results depend on the processing

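No paired analysis was possible because the groups share no replicate numbers. Of 780 comparisons of named genes other than Acot1 over all mice, 718 gave the same call, 53 no longer passed, 7 newly passed and 2 changed sign. With 1 mouse left out, 796 of 936 gave the same call, 117 no longer passed, 16 newly passed and 7 changed sign. Of the 134 named genes past the thresholds, 55 did not pass without at least 1 mouse. The cause was not tested where a value changed, except that leaving out mice leaves fewer arrays. No background signal is part of these values, so the limit of weak genes is unknown.

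With all rows, 365 were higher. Student's test called 365 in all, 120 higher and 245 lower, and 96 list genes where limma called 153. With a symmetric 1.5-fold threshold 267 were lower. At an adjusted p under 0.05, rows above the table's median gave 2 genes and trend and robust settings 8. No list passed with an estimated correlation (9 at an unadjusted p under 0.05), while 28 did with a preset correlation and 9 with fry. With 1 mouse left out, the count at the study's thresholds ran from 576 to 1062 (without shRNA-ACOT1 mouse 5) and was 1001 without scramble mouse 6, the higher from 203 to 371, the lower from 373 to 691, list genes from 106 to 206, named genes from 105 to 134 and genes at an adjusted p under 0.05 from 0 to 38, the 38 without shRNA-ACOT1 mouse 5. With mouse 5 and scramble mouse 6 both left out, chosen after seeing the data, there were 1437, 497 higher and 940 lower, with 4 at an adjusted p under 0.05.

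Signs turned for Acot10 at 0.0041 with quantile normalization, 0.0142 with array weights and 0.164 with mice 5 and 6 left out, and for Acot9 at 0.0407 with mice 5 and 6 left out. With 1 mouse left out, log2 changes ran from -0.176 to 0.0953 for Acot10, -0.282 to 0.00253 for Acot5, -0.503 to 0.0759 for Acot6 and -0.128 to 0.0182 for Acot7. List tests turned direction, at these adjusted p, for heparan sulfate synthesis (0.837 with fry), B and plasma cell markers (0.965 with rows above the median, 0.872 with quantile normalization), olfactory receptors (0.39 with rows above the median), neutrophil markers (0.788) and interferon-stimulated genes (0.631), the latter with mice 5 and 6 left out. With 1 mouse left out the direction turned for some mice and the adjusted p ran from 0.632 to 0.991 for heparan sulfate synthesis, 0.651 to 0.917 for B and plasma cells, 0.605 to 0.9 for T and NK cells, 0.448 to 0.905 for neutrophils, 0.393 to 0.987 for interferon-stimulated genes and 0.373 to 0.881 for microRNAs.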

Differences from the paper's values

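At the paper's thresholds the paper gives 315 higher and 392 lower genes, and 224 and 410 were called here, each within 1.5 times of the paper's count. Figure 3(b) shows Acot1 at about 6.4 in scramble and about 5.4 in shRNA-ACOT1 mice, read by eye, which is 6.399 and 5.354 here. No alternative gave exactly the paper's counts.

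Of the 22 genes the study names for the silenced livers, 19 passed here in the paper's direction. Figure 4 draws Mki67, Bst2 and Rap1gap as lower, and these were lower here too but did not pass with all mice. The misses were narrow, with an unadjusted p from limma of 0.051 for Mki67 and 0.0515 for Bst2. Rap1gap missed with a fold change of 0.7016. Table S5(B) lists all 3, with log2 changes close to those found here. With the arrays centred on their medians all 3 passed (log2 change -0.60, -0.74 and -0.55). With quantile normalization Bst2 (-0.74) and Rap1gap (-0.54) passed, and with trend and robust settings (-0.56) or array weights (-0.66) Mki67 did. Mki67 also passed without shRNA-ACOT1 mouse 1 (-0.68) or 5 or scramble mouse 9 (-0.71), Rap1gap without shRNA-ACOT1 mouse 2 (-0.65) or 5 or scramble mouse 6 (-0.56) or 8 (-0.58), and Bst2 without shRNA-ACOT1 mouse 2 (-0.85) or 5, or, chosen after seeing the values, without mice 5 and 6 together (-0.98). Figure S2 draws heparan sulfate biosynthesis as activated. The list of this pathway was written here, and IPA's own gene set was not available, so their members may differ. Of the list's 24 genes, 1 rose here (none with the arrays centred, with array weights or with the Student's test). None fell with all mice, while 1 fell without either shRNA-ACOT1 mouse 1 or scramble mouse 8.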

Other observations

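Lists of immune and other cells outside the study's themes held few genes past the thresholds. Over all annotated probe sets, 634 of 24858 passed. Of 14 T and NK cell markers, Cd3g (-0.76, standard error 0.19) fell and Cd4 (0.75, standard error 0.22) rose, and Cd4 did not pass without scramble mouse 6 (0.57). Of 12 neutrophil markers Ly6g fell (-0.62), but not without shRNA-ACOT1 mouse 2 (-0.62), mouse 5 (-0.58) or scramble mouse 8 (-0.36). None of 24 interferon-stimulated genes, 10 B and plasma cell markers and 7 adipocyte markers passed, though 2 interferon-stimulated genes rose without scramble mouse 9, 1 fell without shRNA-ACOT1 mouse 2 or 5, and 1 adipocyte marker rose without shRNA-ACOT1 mouse 1 or scramble mouse 6. Of 483 microRNAs 7 rose and 6 fell, with 5 to 14 and 3 to 19 when 1 mouse was left out, the 14 and 19 without scramble mouse 6, with 13 higher and 3 lower without shRNA-ACOT1 mouse 5 and 11 lower without mouse 2, and their median was -0.00996 where the test's direction was up. Of 1103 olfactory receptors 16 rose and 24 fell, and 82 fell without scramble mouse 6 and 25 rose without scramble mouse 9. The microRNAs and olfactory receptors had median log2 levels of 3.5 and 2.71. Their shares past the thresholds were no smaller than that of all annotated probe sets. Of 23 genes of the unfolded protein response (median -0.00019, mean 0.052) Sdf2l1 rose (0.71; 0.52 without shRNA-ACOT1 mouse 2, not past) and Eif2ak3 fell (-0.55; -0.41 without shRNA-ACOT1 mouse 2 and -0.51 without scramble mouse 6, not past), with 2 higher genes without shRNA-ACOT1 mouse 5 or scramble mouse 6. Of 62 ribosomal protein genes Rps13 rose (0.94), with 4 higher without shRNA-ACOT1 mouse 5 or scramble mouse 6 and 2 without shRNA-ACOT1 mouse 2 or scramble mouse 9, and with 2 lower without shRNA-ACOT1 mouse 5 and 1 without scramble mouse 9. The pancreatic gene Prss2 fell (-0.52; -0.40 without shRNA-ACOT1 mouse 1 and -0.41 without scramble mouse 8, not past) and the erythroid gene Car1 rose (0.80; 0.47 without shRNA-ACOT1 mouse 1 and 0.62 without scramble mouse 6, not past), and the measured 5S ribosomal RNA had a log2 change of 0.47 and passed without scramble mouse 6 alone (0.65) or together with mouse 5. With the Student's test Cd4, Ly6g, Sdf2l1 and Car1 did not pass, 1 microRNA rose and 1 fell, and 6 olfactory receptors rose and 11 fell. The probe sets of Ly6g and Prss2 lie below the table's median, and among those above it 0 neutrophil and 0 pancreatic genes fell, 1 interferon-stimulated gene fell, 2 microRNAs rose and 1 fell, and 2 olfactory receptors rose and 1 fell. Prss2 did not pass with quantile normalization (-0.51) or array weights (-0.48), nor Eif2ak3 with quantile normalization (-0.51), and 1 interferon-stimulated gene and 2 ribosomal genes fell with the arrays centred. With trend and robust settings, limma gave an adjusted p under 0.05 to Acot1, Nid1, Cyp2c50, Cyp7a1 and Zbtb16 and to Mfsd2a (-0.98), Sytl5 (-1.16) and Sult2a8 (0.97), the last 3 named after their values were seen.

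The tests below were chosen after the results were seen, except the splits for the list tests and the correlation of mouse 5 without changed probe sets. The 6 mice can be split into 3 and 3 in 10 ways, which is too few for a share under 0.05. The real split gave 634 genes at the study's thresholds and the highest of the others 401, with mice 5 and 6 exchanged. At an adjusted p under 0.05 the real split gave 0 genes with limma and the highest of the others 1, and in list tests the real split gave 0 lists and the highest of the others 0.

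Acot2, Acot3 and Acot4 were lower together with Acot1, and their log2 change minus that of Acot1 was -1.46 (standard error 0.63) for Acot2, -0.507 (standard error 0.282) for Acot3 and -0.0768 (standard error 0.327) for Acot4. In shRNA-ACOT1 mice 1, 2 and 5 Acot2 lay at 7.49, 9.57 and 10.46, Acot3 at 5.39, 5.64 and 6.36 and Acot4 at 5.71, 5.87 and 6.97, in the same order of mice, while Acot1 lay at 5.38, 5.38 and 5.31, so the measured Acot1 does not follow the differences of its paralogs among these mice. A fall of Acot2 larger than that of Acot1 by more than 2 standard errors was to argue against probe sequence shared with Acot1. This was met, but that bound was set aside after the value was seen. Acot1 lies within 1 of the table's median of 4.81 in these mice, though weaker genes such as Elovl7 (4.03 against 4.73 in scramble mice) passed. Whether the measured fall of Acot1 is understated is unknown. What part shared probes have in the fall of each paralog thus cannot be told apart from a fall of the paralog itself. Lower PPAR-alpha targets as a group stay open as well, with a median of -0.446 without the Acot genes (adjusted p = 0.216 from limma's camera). An effect of the shRNA on the paralogs themselves was not tested.

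The arrays of shRNA-ACOT1 mouse 5 and scramble mouse 6 were the closest pair for both mice. Exchanged labels are argued against by Acot1, which was 1.09 higher in scramble mouse 6 than in shRNA-ACOT1 mouse 5, where the larger SD of the other mice of either group was 0.0996. A weaker response of the changed genes alone in mouse 5 stays open. With the 29148 probe sets at an unadjusted p of 0.05 or more, mouse 5 correlated better with mouse 6 than with any shRNA-ACOT1 mouse by 0.00138, against 0.00037 over all probe sets, but leaving out probe sets that part the groups itself widens this difference, so the bound set for it decides nothing. The design gives no condition that these 2 mice share, and no biological explanation was tested.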
